# Hedgehog signaling controls segmentation dynamics and diversity via *msx1* in a spider embryo

**DOI:** 10.1126/sciadv.aba7261

**Published:** 2020-09-09

**Authors:** Yasuko Akiyama-Oda, Hiroki Oda

## Abstract

Hedgehog (Hh) signaling plays fundamental roles in animal body patterning. Understanding its mechanistic complexity requires simple tractable systems that can be used for these studies. In the early spider embryo, Hh signaling mediates the formation of overall anterior-posterior polarity, yet it remains unclear what mechanisms link the initial Hh signaling activity with body axis segmentation, in which distinct periodic stripe-forming dynamics occur depending on the body region. We performed genome-wide searches for genes that transcriptionally respond to altered states of Hh signaling. Characterization of genes negatively regulated by Hh signaling suggested that *msx1*, encoding a conserved transcription factor, functions as a key segmentation gene. Knockdown of *msx1* prevented all dynamic processes causing spatial repetition of stripes, including temporally repetitive oscillations and bi-splitting, and temporally nonrepetitive tri-splitting. Thus, Hh signaling controls segmentation dynamics and diversity via *msx1*. These genome-wide data from an invertebrate illuminate novel mechanistic features of Hh-based patterning.

## INTRODUCTION

Hedgehog (Hh) signaling is one of the most important signaling pathways in animal development. It mediates the formation of polarity and patterning in cellular fields of various animal tissues, such as *Drosophila* segments and imaginal discs (*1*–*4*) and the vertebrate neural tube and limb buds (*5*, *6*). The Hh signaling pathway is composed of tens of components that function as complex molecular networks with positive and negative feedbacks. The main components of this pathway include the secreted signaling protein Hh, its receptor Patched (Ptc), which also acts as a negative regulator, the membrane signal transducer Smoothened (Smo), and the signaling effector transcription factor Cubitus interruptus (Ci, Gli in vertebrates) (*7*). Gradients of concentration- and time-dependent Hh signaling activities are thought to provide positional values to cells in the entire tissue field, leading to the establishment of discrete domains and repetitive stripes (*8*–*11*). In this process, transcriptions of genes respond to different thresholds of the graded signaling activities, which specifies various spatial regions in the tissue field (*10*, *11*). The concentration-dependent effects of diffusible Hh on cell fate specification support the categorization of this molecule as a morphogen, which is assumed in the French flag model (*12*). However, the time dependency of the signaling effects and the positive and negative feedbacks reflect the mechanistic complication of the system (*10*, *11*). Further complications arise from the dynamics of tissue fields, where Hh signaling functions for patterning. Cell proliferation, cell lineages, cell behaviors, and spatial organization may have limited the understanding of the patterning activities of Hh signaling.

The early embryo of the spider *Parasteatoda tepidariorum* (synonym, *Achaearanea tepidariorum*) (*13*) forms a radially symmetrical germ disc in a monolayer at the spherical surface, where concentric gene expression patterns occur, reflecting the polarity of the anterior-posterior (AP) axis. These patterns, which are French flag–like, are established by a mechanism mediated by Hh signaling (*14*) (Fig. 1A). The spider *hh* homolog, *Pt-hh* (aug3.g4322, formerly called *At-hh*), is zygotically expressed in cells of the future anterior that is located opposite to the embryonic pole (the center of the forming germ disc) (*14*) and the rim of the formed germ disc (Fig. 1B). Following a symmetry-breaking event (*15*, *16*), the germ disc undergoes a relatively simple planar remodeling and is transformed into an axially growing germ band, in which spatially repetitive stripes of gene expression associated with body axis segmentation occur in three different modes depending on the region of the body (Fig. 1B) (*17*). The repetitive stripes fail to be formed in *Pt-hh* knockdown embryos (*14*). *Pt-hh* is one of the earliest genes that are expressed in repetitive stripes. The anterior *Pt-hh* stripe, which originates from the germ disc rim and travels posteriorly in the nascent germ band, undergoes repeated bi-splitting in the head region (*18*), whereas oscillatory *Pt-hh* expression waves sweep successively in the opisthosoma that is derived from the central region of the germ disc. Striped *Pt-hh* expression in the thoracic region, however, appears substantially later. Instead, *Pt-noto1* (aug3.g15243) stripes simultaneously appear in this region at the earliest timing (*17*). The stripes of *Pt-hh* formed in the germ band (*19*) are presumably associated with the formation of segment polarity. Thus, the early *P. tepidariorum* embryo provides a simple cell-based platform where the patterns reflecting the AP polarity and the repetitive stripes associated with the body segments are formed through Hh signaling–mediated mechanisms. To date, little is known about mechanisms that link the initial Hh signaling activity with the periodic stripe pattern formation.

**Fig. 1:**
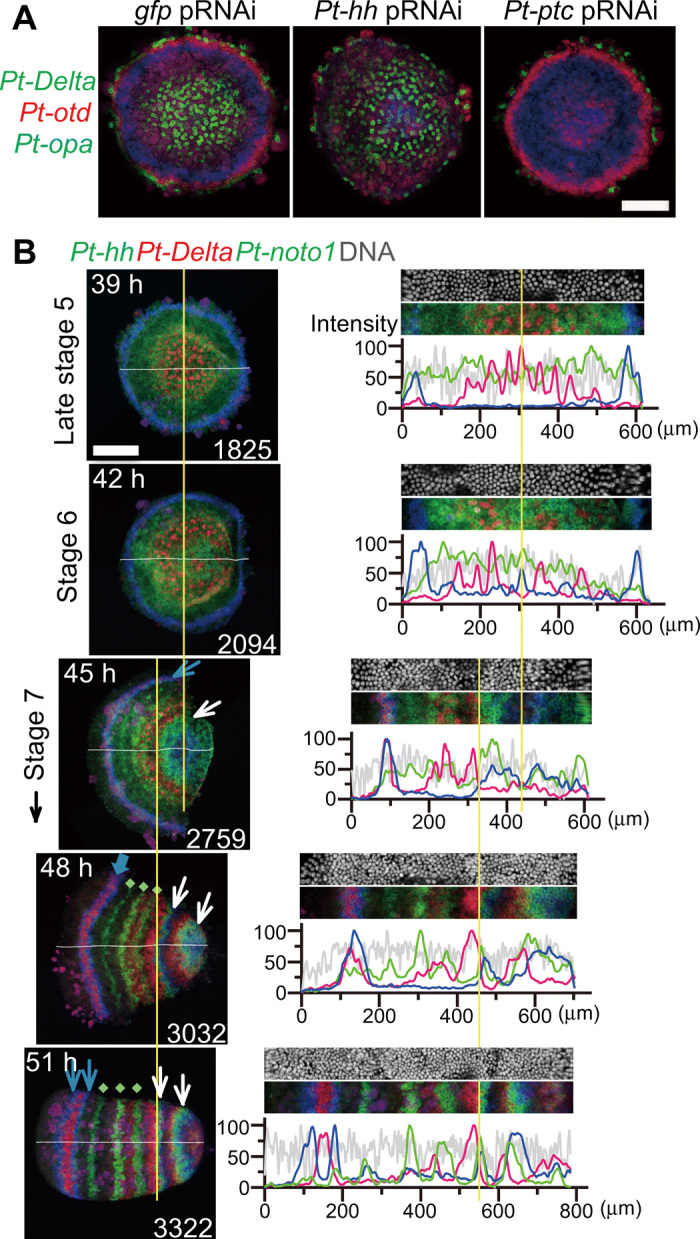
Early patterning in the spider embryo. (**A**) Polarity phenotypes of late stage 5 *gfp*^pRNAi^, *Pt-hh*^pRNAi^, and *Pt-ptc*^pRNAi^ germ discs stained by FISH for *Pt-Delta* (green), *Pt-otd* (red), and *Pt-opa* (blue) transcripts. (**B**) Stripe pattern development during the germ disc to germ band transition. Left: Semi-flat preparations of sibling embryos stained for *Pt-hh* (blue), *Pt-Delta* (red), and *Pt-noto1* (green) transcripts and DNA (shown only in right panels). Approximate times AEL (top left) and surface cell counts (bottom right). Right: Signal intensity profiles in the surface cell layer along the midline (white line, left; averaged across 20-μm width); extracted images (80-μm wide) are shown together. Yellow lines refer to the center of the germ disc and the likely corresponding position (39 to 45 hours) and the posterior limit of the *Pt-Delta* L4 stripe (45 to 51 hours). Blue arrows indicate the anterior *Pt-hh* stripe(s) that undergo traveling and splitting (45 to 48 hours), green dots indicate *Pt-noto1* stripes that appear simultaneously in the thorax (48 and 51 hours), and white arrows mark *Pt-hh* stripes generated through oscillations for L4 and O1 segments (45 to 51 hours). Scale bars, 200 μm.

The segmental stripe pattern along the AP axis is achieved by several distinct modes in arthropods (*20*, *21*); however, the functions of Hh signaling in the earliest step of AP patterning remain unclear in species other than *Parasteatoda*. In the long germ insect *Drosophila*, the hierarchical interactions of maternal, gap, and pair-rule genes, most of which encode transcription factors, simultaneously subdivide the syncytial embryonic field into spatially repetitive units, wherein the polarity is further specified by segment polarity genes including *hh* (*1*–*3*). This segment polarity function seems a conserved feature of arthropods, since the *hh* genes are expressed in the posterior part of each segment in a wide range of arthropods (*22*, *23*). Although the expression of *hh* in the anterior region of the early embryo has been reported in some arthropod species (*1*, *23*), the functional significance of the early *hh* expression remains unclear except that observed in the spider *Parasteatoda*.

Here, we used the spider embryo to investigate spatiotemporal changes in gene expression downstream of Hh signaling. Subsequently, we characterized mechanistic links between formation of the Hh signaling–mediated field polarity and the dynamics and diversity of segmentation-related gene expression.

## RESULTS

### Hh signaling components in the *Parasteatoda* genome

We performed Basic Local Alignment Search Tool (BLAST) searches against the *Parasteatoda* genome and annotated genes for Hh signaling components using the amino acid sequences from *Drosophila*. For those that are not present in the *Drosophila* genome, the sequences of the human were used. The spider genes that had hits with substantial *e*-values were then used reciprocally in BLAST searches against *Drosophila* or human proteins to examine whether the spider genes showed the highest hits to the original proteins. These searches revealed that the *Parasteatoda* genome encodes all core components of the Hh signaling pathways that have been described in *Drosophila* and vertebrates (table S1) (*24*, *25*). Some of these genes, including *hh*, are present in duplicate. Of the two *hh* homologs, only *Pt-hh* (aug3.g4322) is expressed at substantial levels during embryogenesis (*26*). The other relevant genes, such as *patched* (*Pt-ptc*, aug3.g14374; formerly known as *At-ptc*) (*14*), *smoothened* (*Pt-smo*, aug3.g8490; *At-smo*) (*14*), and *cubitus interruptus* (*Pt-ci*, aug3.g13321; *At-ci*) (*18*), are present as single copies.

### Genome-wide searches for genes responding to *Pt-hh* and *Pt-ptc* knockdown

Parental RNA interference (pRNAi)–mediated knockdowns of *Pt-hh* and *Pt-ptc* have been shown to produce contrasting polarity defects with the highest penetrance (Fig. 1A) (*14*), where the jellyfish *green fluorescent protein* (*gfp*) gene served as the control. Combining these knockdowns with RNA sequencing (RNA-seq), we conducted genome-wide searches for genes that transcriptionally responded to altered states of Hh signaling at early stage 3 and late stage 5 to comprehensively understand Hh signaling–mediated patterning in the early spider embryo (Fig. 2A). 

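Each library of this experiment was made from poly(A) RNA of a pool of sibling embryos, the eggs of a single female of the house spider Parasteatoda tepidariorum. Every female gave an untreated egg sac, laid before the first injection of dsRNA, and 1 to 3 later egg sacs, laid 13 to 22 days after it, whose embryos are the pRNAi samples. The comparisons used 48 libraries of 8 females, of which 2 were injected with Pt-hh dsRNA, 3 with Pt-ptc dsRNA and 3 with gfp dsRNA. At early stage 3 and again at late stage 5, the Pt-hh females gave 2 untreated and 4 pRNAi libraries. The Pt-ptc females and the gfp females each gave 3 untreated and 6 pRNAi libraries per stage; gfp females 1, 2 and 3 gave 3, 2 and 1 of these, and the single egg sac of female 3 falls in the second window of days. The authors trimmed the reads, mapped them to the genome assembly Ptep_1.0 with BLAT, kept the uniquely placed alignments, and counted them by strand on the AUGUSTUS aug3 gene models with htseq-count. They deposited these counts, without normalization, for 27990 gene models. The total count on gene models ranged from 5961730 to 12467917 (median 8853454) over the 16 untreated libraries and from 6188457 to 16400327 (median 9194156) over the 32 pRNAi libraries. By experiment and stage, the median total of the untreated libraries lay between 7282829 (Pt-hh females, early stage 3) and 11479868 (Pt-ptc females, late stage 5). The corresponding medians of the pRNAi libraries lay between 7612486 (Pt-hh pRNAi, late stage 5) and 10930363 (Pt-ptc pRNAi, late stage 5). These are reads counted on gene models, a later step than the reads generated per library that the paper states. The 10 most counted gene models took 10.9 to 24% of the counts in the libraries of the Pt-hh females, untreated libraries included, and 2.9 to 6.73% in those of the Pt-ptc females. Gene models with less than 1 CPM (edgeR's count scaled to the library size) in every library of a comparison were removed, and 12195 to 14155 models were tested. Library sizes were scaled by the TMM method, and untreated and pRNAi libraries were compared by the quasi-likelihood F test of edgeR with the female as a block. Egg sacs of the first window of days, egg sacs of the second window and all egg sacs were compared with the untreated ones in 3 separate fits. The windows follow Fig. 2A of the paper, which places the egg sac of day 18 of Pt-hh female 2 in the first window, and not the day ranges of its methods, by which that egg sac belongs to the second. A gene model with a Benjamini-Hochberg adjusted p under 0.01 in any fit was called as a DEG, unless the same rule called it in these gfp females at the same stage. After Pt-hh pRNAi, 247 DEGs were called at early stage 3 (104 higher, 143 lower) and 488 at late stage 5 (320 higher, 168 lower). Before the exclusion of gfp calls, 304 gene models were called at early stage 3, of which the fit with the second window called 300. The fit with all pRNAi libraries called 45 there. The early stage 3 list of Pt-hh thus rests mainly on the second window, with 2 untreated and 2 pRNAi libraries. After Pt-ptc pRNAi, 14 DEGs were called at early stage 3 (2 higher, 12 lower) and 122 at late stage 5 (38 higher, 84 lower). The excess of lower calls moved with the test. For Pt-ptc pRNAi, edgeR's likelihood ratio test called 69 higher and 103 lower at early stage 3, and 174 higher and 174 lower at late stage 5. Without the female as a block, the count was 39 at late stage 5 both for Pt-hh pRNAi and for Pt-ptc pRNAi. Log2 fold changes, standard errors and adjusted p-values of single genes come from the fit with all pRNAi libraries.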

In early stage 3, the embryo presents morphological asymmetry and expresses *Pt-hh* on the future anterior side, and in late stage 5, the germ disc reveals region-specific gene expressions (*14*). RNA was extracted from eggs laid by the same females before and after double-stranded RNA (dsRNA) injection, and the RNA-seq, genome mapping, and comparison of gene expression levels were performed to identify the differentially expressed genes (DEGs; see Fig. 2A, data files S1 to S4, and Materials and Methods).

**Fig. 2:**
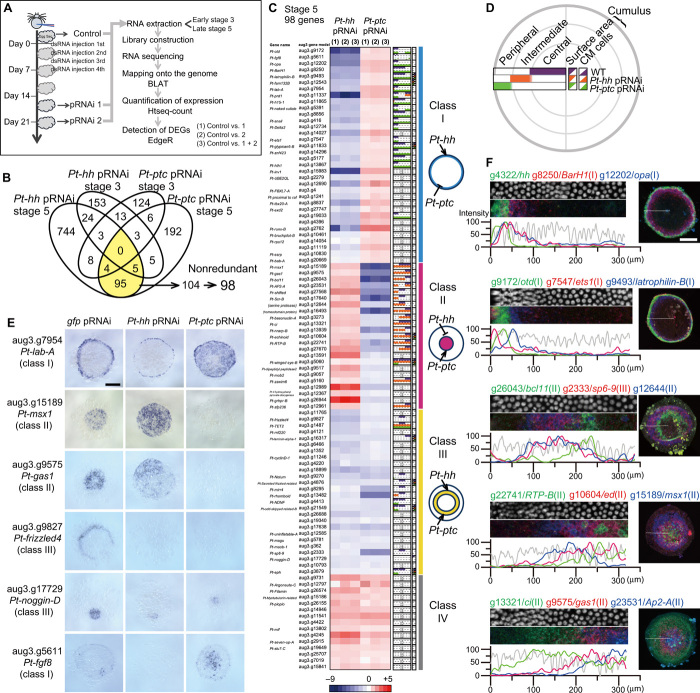
Genome-wide identification and categorization of genes regulated by Hh signaling. (**A**) Strategy for identifying DEGs between untreated and pRNAi-treated embryos. BLAT, Blast-like alignment tool. (**B**) Venn diagram showing the numbers of identified DEGs. DEGs identified in both *Pt-hh* and *Pt-ptc* pRNAi experiments at late stage 5 (yellow) were deduced into 98 nonredundant genes. (**C**) The heatmap showing fold changes (log_2_, the color code at the bottom) of expression levels of DEGs from stage 5 experiments, calculated from three comparisons (1) to (3). The column to the immediate right of the heatmap shows spatial expression ranges along the radius of the late stage 5 germ disc with color-coded horizontal bars and triangles. Gray, unclear staining; n.d., not determined. In the right, four categories of genes, their representative expression pattern in the germ disc, and their regulation by *Pt-hh* and *Pt-ptc* are schematically represented. (**D**) Explanation of the expression color code and expression areas shown in (C). Spatial expression ranges observed in WT, *Pt-ptc*^pRNAi^, and *Pt-hh*^pRNAi^ germ discs are illustrated in purple, orange, and green, respectively. (**E**) Expression of some of the DEGs in late stage 5 pRNAi germ discs. These photos are the same as in data file S5. (**F**) Varied expression profiles of DEGs and *Pt-hh* in late stage 5 WT germ discs. Data and images are shown as in Fig. 1B, except that extracted images are 40-μm wide and along the radius. The numbers in parentheses indicate the classes of the genes. Germ discs are oriented so that the CM cells are to the right. Scale bars, 200 μm (E and F). Photo credit: Yasuko Akiyama-Oda, JT Biohistory Research Hall.

To validate the methods, we first looked at mapping data at the *Pt-hh* and *Pt-ptc* loci. 

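Pt-hh (aug3.g4322), annotated as a sonic hedgehog protein-like gene, lies on scaffold 547 of Ptep_1.0 from 237576 to 301138, on the plus strand. At early stage 3, its transcripts were at 16.4 ± 7.7 CPM (SD, n = 2) in untreated libraries and 4.12 ± 2.15 CPM (SD, n = 4) in Pt-hh pRNAi libraries. The log2 fold change was −2.04 (standard error 0.28, adjusted p = 0.00261 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fitted without the female as a block, this difference was −1.99 and did not pass the threshold. At late stage 5, the level was 47.6 ± 23.7 CPM (SD, n = 2) untreated and 2.77 ± 0.448 CPM (SD, n = 4) after Pt-hh pRNAi. The log2 fold change was −4.00 (standard error 0.24, adjusted p = 1.29e-06 from the same edgeR test). At both stages Pt-hh was lower after pRNAi in 2 of 2 females. The pRNAi libraries of late stage 5 held 16 to 27 counts of Pt-hh each. Pt-hh ranked 10 of 247 DEGs at early stage 3 and 7 of 488 at late stage 5 when ordered by adjusted p in the fit with all pRNAi libraries. At early stage 3 that fit alone called 31 DEGs after the exclusion of gfp calls. The change was larger at late stage 5 than at early stage 3 by −1.96 on the log2 scale (standard error 0.40, adjusted p = 0.007 for the treatment by stage term in edgeR's quasi-likelihood test).

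**Figure D1:**
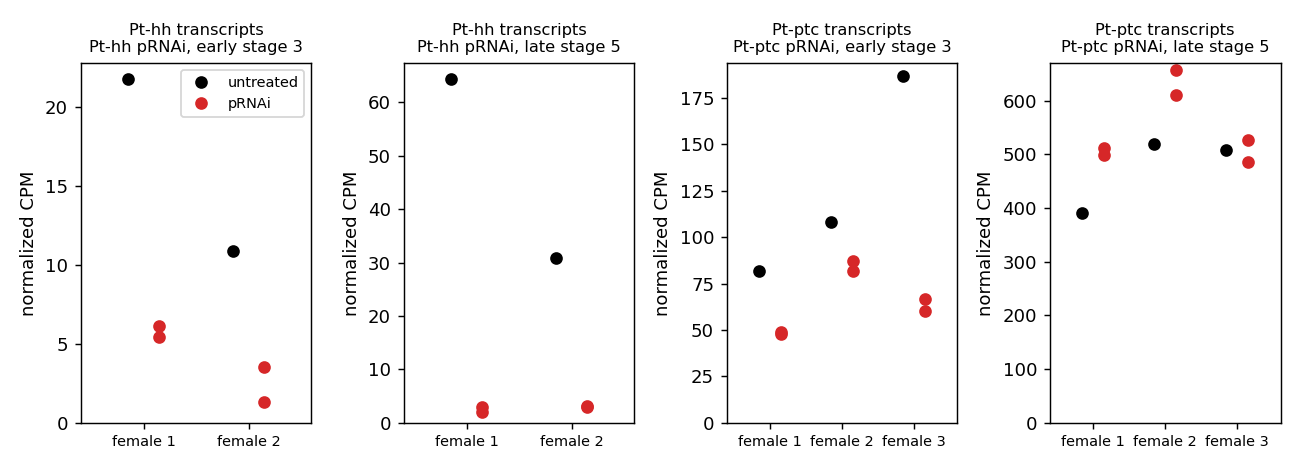
Normalized CPM of Pt-hh in each library of the Pt-hh females and of Pt-ptc in each library of the Pt-ptc females, at early stage 3 and late stage 5, by female (black, untreated; red, pRNAi). Pt-hh was between 10.9 and 64.3 CPM in untreated libraries and between 1.35 and 6.15 CPM after Pt-hh pRNAi, and Pt-ptc was between 81.8 and 187 CPM untreated and between 47.9 and 87.0 CPM after Pt-ptc pRNAi at early stage 3.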

At the *Pt-hh* locus, the number of mapped reads were drastically reduced in all *Pt-hh* pRNAi samples, and *Pt-hh* was consistently detected as a DEG at early stage 3 and late stage 5 (data file S3). On the other hand, in *Pt-ptc* pRNAi experiments, *Pt-ptc* itself was detected as a DEG at early stage 3 but not at late stage 5 (data file S4). 

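Pt-ptc (aug3.g14374) lies on scaffold 1861 of Ptep_1.0 from 26148 to 92754, on the minus strand. At early stage 3, its transcripts were at 125 ± 54.6 CPM (SD, n = 3) in untreated libraries and 65.4 ± 16.4 CPM (SD, n = 6) in Pt-ptc pRNAi libraries. The log2 fold change was −0.91 (standard error 0.16, adjusted p = 0.0227 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Pt-ptc was lower in 3 of 3 females. It was thus not called at an adjusted p under 0.01 in this test, and it was called by edgeR's likelihood ratio test, by DESeq2 and without the low-count filter. At late stage 5, the level was 473 ± 70.6 CPM (SD, n = 3) untreated and 549 ± 69.2 CPM (SD, n = 6) after Pt-ptc pRNAi, a log2 fold change of 0.21 (standard error 0.09, adjusted p = 0.301 from the edgeR quasi-likelihood test). At that stage the mean over the pRNAi libraries of a female was higher than the untreated library in 2 of 3 females. The response itself differed between the stages by 1.13 on the log2 scale (standard error 0.20, adjusted p = 0.00395 for the treatment by stage term in the edgeR quasi-likelihood test). In the Pt-hh females at late stage 5, Pt-ptc went from 446 ± 2.4 CPM (SD, n = 2) to 80.0 ± 14.4 CPM (SD, n = 4), a log2 fold change of −2.50 (standard error 0.13, adjusted p = 1.86e-07 from the edgeR quasi-likelihood test).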

As *ptc* is a target of Hh signaling and acts as a negative regulator of Hh signaling (*7*), *Pt-ptc* knockdown likely promotes Hh signaling and activates the transcription of *Pt-ptc*. Nonetheless, the previous study showed that *Pt-ptc* transcripts were less detectable in the cytoplasm in *Pt-ptc*^pRNAi^ embryos, indicating that the transcription was active but transcripts were unstable in the cytoplasm (*14*). These data suggested that the state of Hh signaling was expectedly altered by *Pt-hh* and *Pt-ptc* pRNAi.

We also examined mapping data at the loci of known target genes (*14*, *18*). 

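Pt-otd (aug3.g9172) lies on scaffold 996 of Ptep_1.0 from 78536 to 126829, Pt-lab-A (aug3.g7954) on scaffold 854 from 230626 to 269136, and Pt-opa (aug3.g12202) on scaffold 1447 from 114106 to 154022. After Pt-hh pRNAi at late stage 5, Pt-otd went from 104 ± 11.8 CPM (SD, n = 2) in untreated libraries to 1.63 ± 0.857 CPM (SD, n = 4), a log2 fold change of −6.03 (standard error 0.23). Pt-lab-A went from 148 ± 5.28 to 42.9 ± 8.78 CPM (log2 fold change −1.80, standard error 0.13), and Pt-opa from 221 ± 12.7 to 12.5 ± 3.27 CPM (log2 fold change −4.18, standard error 0.16). The adjusted p was 1.3e-08 for Pt-otd and Pt-opa and 1.07e-05 for Pt-lab-A (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each was lower in 2 of 2 females. After Pt-ptc pRNAi, Pt-otd went from 116 ± 21.3 CPM (SD, n = 3) in untreated libraries to 185 ± 50.7 CPM (SD, n = 6), a log2 fold change of 0.66 (standard error 0.16). Pt-lab-A went from 140 ± 3.52 to 328 ± 59.1 CPM (log2 fold change 1.21, standard error 0.12), and Pt-opa from 217 ± 16.2 to 472 ± 41.1 CPM (log2 fold change 1.12, standard error 0.10). The adjusted p was 3.06e-05 for Pt-lab-A and 1.46e-05 for Pt-opa in the edgeR quasi-likelihood test, and all 3 genes were higher in 3 of 3 females. For Pt-otd it was 0.046 in the edgeR fit with all pRNAi libraries and 0.00306 in the fit with the second window of egg sacs, by which Pt-otd was called.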

At the loci of *Pt-otd* (aug3.g9172), *Pt-lab-A* (aug3.g7954), and *Pt-opa* (aug3.g12202), numbers of mapped reads were all affected by *Pt-hh* and *Pt-ptc* pRNAi at late stage 5, as expected (fig. S1). These genes were also ranked highly in the list of DEGs (data files S3 and S4), further validating our experiments. In contrast, numbers of reads mapped to the *Pt-Delta* (aug3.g25248) locus were not clearly altered (fig. S1), and this gene was not listed among DEGs in stage 5 experiments (data files S3 and S4), despite our previous observations that expression of *Pt-Delta* in the germ disc is regulated by Hh signaling (Fig. 1A) (*14*). This discrepancy is because additional expression in cells of the yolk side is independent of Hh signaling regulation (*14*, *19*). Together, these results indicated that our list of DEGs included a substantial number of genes that are regulated by Hh signaling.

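Ordered by adjusted p in the fit with all pRNAi libraries, Pt-opa held rank 2, Pt-otd rank 3 and Pt-lab-A rank 11 among the 488 DEGs of Pt-hh pRNAi at late stage 5. Among the 122 DEGs of Pt-ptc pRNAi, Pt-opa held rank 26, Pt-lab-A rank 28 and Pt-otd rank 121. Rank 1 belonged to Pt-fgf8 (aug3.g5611) after Pt-hh pRNAi, with a log2 fold change of −3.94 (standard error 0.14), and to Pt-gas1 (aug3.g9575) after Pt-ptc pRNAi. In the Pt-hh list, Pt-BarH1 (aug3.g8250) held rank 5, with a log2 fold change of −2.70 (standard error 0.12), and Pt-ptc rank 6.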

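Pt-Delta lies on scaffold 93 of Ptep_1.0 from 110351 to 127004, on the minus strand. At late stage 5 its transcripts were at 263 ± 23.4 CPM (SD, n = 2) in the untreated libraries of the Pt-hh females and 303 ± 14.7 CPM (SD, n = 4) after Pt-hh pRNAi. Its log2 fold change was 0.21 (standard error 0.12, adjusted p = 0.398 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 2 of 2 females. In the Pt-ptc females, Pt-Delta went from 263 ± 44.3 CPM (SD, n = 3) to 209 ± 57.5 CPM (SD, n = 6), a log2 fold change of −0.36 (standard error 0.10, adjusted p = 0.104 from the edgeR quasi-likelihood test), lower in 3 of 3 females. Neither comparison passed an adjusted p of 0.01 under any alternative test, normalization or filter that was run.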

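Among 11556 aug3 gene models tested in both experiments at late stage 5, 452 were called after Pt-hh pRNAi and 116 after Pt-ptc pRNAi by edgeR's quasi-likelihood test at an adjusted p under 0.01. The lists shared 42 gene models, where 4.54 would be shared by chance (one-sided Fisher's exact test, p = 6.02e-30). The Pt-hh and Pt-ptc experiments have no female and no library in common. Both compare egg sacs laid before and after injection, so that a change with injection or with the age of the female could enter both lists. Fisher's test takes gene models as independent, and the fits count several egg sacs of 1 female as separate libraries. With the pRNAi libraries of a female summed, 11 gene models were shared. Tested as a difference from the gfp response, 14 were shared. With edgeR's likelihood ratio test, 110 gene models were shared, against 23.1 by chance. With no block for the female in either fit, 4 were shared. The count also rested on single females of the Pt-ptc experiment: 78 gene models were shared when female 1 was left out and 22 when female 3 was left out.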

At a false discovery rate (FDR) threshold of adjusted *P* value < 0.01 in both *Pt-hh* and *Pt-ptc* pRNAi experiments, 104 aug3 gene models were identified as differentially expressed at late stage 5 (Fig. 2B and table S2). However, we found that the 104 gene models included at least six redundancies. Specifically, aug3.g4422 and g22667 sequences were overlapped by more than 750 bp, aug3.g416 and g.417 were derived from the coding region and the 3′ untranslated region of *Pt-snail* (formerly *At.snail*), respectively (*27*). Evidence from reverse transcription polymerase chain reaction (PCR) and rapid amplification of cDNA ends analyses suggested that pairs of gene models aug3.g1485-g1487, aug3.g24611-g27568, aug3.g27747-g27748, and aug3.g407-g22741 were derived from single genes. Thus, the DEG count of 104, for the experiments with late stage 5 embryos, was reduced to 98. On the other hand, only 19 DEGs were identified in early stage 3, and these were not among the 98 late stage 5 DEGs (Fig. 2B). These data suggested that early stage 3 and late stage 5 embryos are in different phases of polarity formation.

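Of the 12 gene models that form the 6 pairs, 5 were among the 42 called by edgeR's quasi-likelihood test after both pRNAi treatments. They are aug3.g4422, aug3.g1487, aug3.g22741 (Pt-RTP-B), aug3.g24611 and aug3.g27568. Both members were called for 1 pair, aug3.g24611 and aug3.g27568, each annotated as a protein shifted-like gene, so that 41 nonredundant genes remained. The model aug3.g24611 fills scaffold 27244 of Ptep_1.0 from 1 to 1558, and aug3.g27568 lies on scaffold 223 from 86936 to 133880. After Pt-hh pRNAi their log2 fold changes were 1.84 and 2.19. After Pt-ptc pRNAi, aug3.g24611 had at most 3 counts in every library and was at least 5.46-fold lower than untreated, and the log2 fold change of aug3.g27568 was −3.73. With edgeR's likelihood ratio test, both members of all 6 pairs were called, and 104 nonredundant genes remained.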

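At early stage 3, the lists of Pt-hh pRNAi and Pt-ptc pRNAi shared 1 of the 12522 gene models tested in both, where 0.235 would be shared by chance (one-sided Fisher's exact test, p = 0.211). This model, aug3.g143, is annotated as a zinc finger RNA-binding protein-like gene and was not among the 42 of late stage 5. Of the genes tested in both, 245 were called after Pt-hh pRNAi and 12 after Pt-ptc pRNAi. With edgeR's likelihood ratio test, 18 gene models were shared at early stage 3, against 2.43 by chance. With the quasi-likelihood fits of all pRNAi libraries alone, 0 were shared. The Pt-hh lists of early stage 3 and late stage 5 had 24 gene models in common, and the Pt-ptc lists had none in common. The lists of the 2 stages come from the same females and the same egg sacs, so that differences between egg sacs enter both. The difference between the stages was also tested itself, as a treatment by stage term in edgeR's quasi-likelihood test. The response to Pt-hh pRNAi differed between early stage 3 and late stage 5 for 193 of 14105 gene models at an adjusted p under 0.01, among them 20 of the 42. The response to Pt-ptc pRNAi differed for 64 of 14166 gene models, among them 18 of the 42. From the lists of the 2 stages, the paper proposes that embryos at early stage 3 and at late stage 5 are in different phases of polarity formation.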

### Characterization of genes identified in the stage 5 pRNAi and RNA-seq experiments

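By the signs of their log2 fold changes in the fits with all pRNAi libraries, the 42 gene models called after both treatments at late stage 5 fell into 13 of class I, 12 of class II, 13 of class III and 4 of class IV. In class I, 4 gene models had at most 3 counts in every Pt-hh pRNAi library, so that only a bound can be given for their change. With these at their bounds, the median log2 fold change of class I was −2.36 after Pt-hh pRNAi and 1.12 after Pt-ptc pRNAi. In class II it was 1.20 after Pt-hh pRNAi and, with aug3.g24611 at its bound, −2.30 after Pt-ptc pRNAi. Class III had medians of −1.25 and −0.97, and class IV had medians of 1.44 and 1.02. Among the models above the floor, the smallest change in either direction was −0.55, in class III after Pt-ptc pRNAi. The classes leave out gene models called by this test in the gfp females of this experiment at late stage 5. In the gfp females the median log2 fold change was −0.10 for class III and 0.23 for class IV, where 95% of random gene lists matched on expression had medians between −0.11 and 0.10 and between −0.24 and 0.19. Formed without the exclusion of gfp calls, class III held 16 gene models and class IV 6, with gfp medians of −0.35 and 0.23 (random lists, −0.11 to 0.09 and −0.19 to 0.14). Class counts moved with the test: edgeR's likelihood ratio test gave 39, 28, 27 and 16 gene models in classes I to IV.

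**Figure D2:**
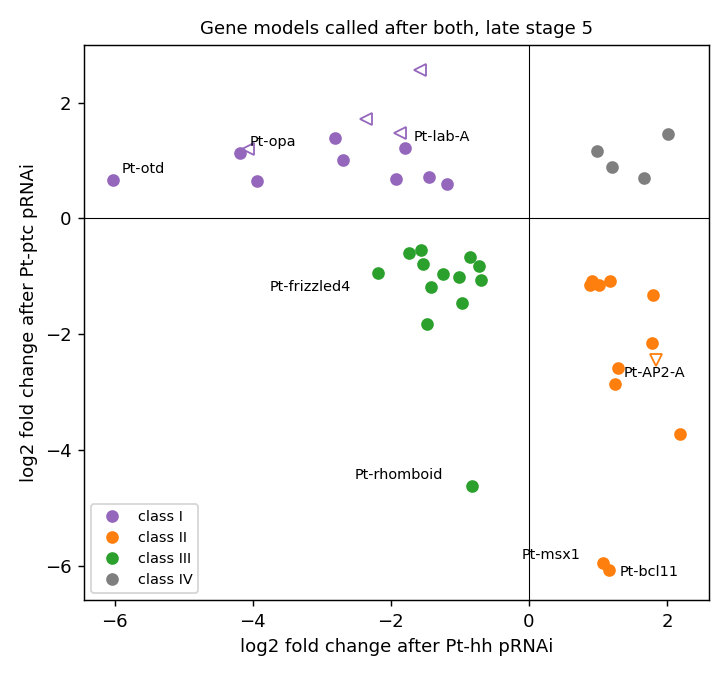
Log2 fold changes after Pt-hh pRNAi (horizontal axis) and after Pt-ptc pRNAi (vertical axis) of the 42 gene models called after both at late stage 5, coloured by class. Open triangles are the 5 models with at most 3 counts in every pRNAi library of a treatment, drawn at the bound and pointing the way in which the change could be larger; the 13 models of class I lie at the upper left and the 12 of class II at the lower right.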

The 98 late stage 5 DEGs were categorized into four classes based on their responses to the *Pt-hh*/*Pt-ptc* pRNAi as follows: class I, down-/up-regulated; class II, up-/down-regulated; class III, down-/down-regulated; class IV, up-/up-regulated by the respective pRNAi. Expression patterns of all corresponding transcripts were examined in wild-type (WT) late stage 5 embryos by whole-mount in situ hybridization (WISH). These experiments demonstrated that approximately half of the genes (48 genes) had region-specific expression in the germ disc epithelium, and many of their expression domains exhibited concentric circular patterns (Fig. 2, C to E, table S2, and data file S5). Expression trends were correlated between the class of genes and the region of gene expression, although no specific expression patterns were detected for class IV genes. A total of 18 genes, of the 34 class I genes, were expressed in the peripheral region of the germ disc (e.g., *Pt-lab-A* expression; Fig. 2E), and 14 of the 23 class II genes were expressed in the central region (e.g., *Pt-msx1* and *Pt-gas1* expression; Fig. 2E). 

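Pt-gas1, annotated as a growth arrest-specific protein 1 gene, lies on scaffold 1039 of Ptep_1.0 from 205556 to 260973, on the plus strand. After Pt-ptc pRNAi at late stage 5 it went from 82.5 ± 13.9 CPM (SD, n = 3) to 4.94 ± 0.918 CPM (SD, n = 6), a log2 fold change of −4.06 (standard error 0.11, adjusted p = 3.29e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 females. After Pt-hh pRNAi it went from 73.2 ± 17.9 CPM (SD, n = 2) to 113 ± 34.9 CPM (SD, n = 4), a log2 fold change of 0.61 (standard error 0.14, adjusted p = 0.0211 from the edgeR quasi-likelihood test), higher in 2 of 2 females. Pt-gas1 was therefore not called after Pt-hh pRNAi at an adjusted p under 0.01 and was not among the 12 class II gene models. It passed that threshold after Pt-hh pRNAi in edgeR's likelihood ratio test, in DESeq2 and in edgeR without the low-count filter. Pt-lab-A was in class I and Pt-msx1 in class II under the quasi-likelihood test.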

Further, 10 of the 26 class III genes were expressed in the intermediate region (e.g., *Pt-frizzled4* expression; Fig. 2E). 

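Pt-frizzled4 (aug3.g9827) lies on scaffold 1077 of Ptep_1.0 from 221376 to 225625, on the plus strand, and was among the 13 class III gene models. After Pt-hh pRNAi at late stage 5 it went from 23.0 ± 0.342 CPM (SD, n = 2) to 5.03 ± 0.867 CPM (SD, n = 4), a log2 fold change of −2.19 (standard error 0.18, adjusted p = 1.79e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 2 of 2 females. After Pt-ptc pRNAi it went from 29.3 ± 2.84 CPM (SD, n = 3) to 16.5 ± 7.63 CPM (SD, n = 6), a log2 fold change of −0.94 (standard error 0.17, adjusted p = 0.0076 from the edgeR quasi-likelihood test), lower in 3 of 3 females. With Pt-ptc female 1 or female 3 left out, the change after Pt-ptc pRNAi was −0.79 or −0.77 and no longer passed the threshold. Fitted without the female as a block, it was −0.83, also short of the threshold.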

Notably, most expression domains were diminished or expanded by *Pt-hh* and *Pt-ptc* pRNAi, as seen by the quantified responses of transcript expression levels (Fig. 2, C to E, table S2, and data file S5). Simultaneous detection of transcript expression of multiple genes by fluorescence in situ hybridization (FISH) revealed that the expression domains of these genes were abutted and overlapped, with peak areas located at varied distances from the germ disc rim, where *Pt-hh* is expressed (Fig. 2F). These expression patterns were reminiscent of the “French flag” (*12*), although with less clear spatial boundaries. These results indicated that a variety of cell states was specified by Hh signaling, according to their positions from the germ disc rim.

In addition, 10 genes from classes I to III were expressed at the cumulus (Fig. 2C, table S2, and data file S5), where the cumulus mesenchymal (CM) cells, a cell cluster that functions in dorsal-ventral axis formation, are migrating underneath the surface epithelial cells (*15*, *16*). 

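Pt-noggin-D (aug3.g17729) lies on scaffold 2642 of Ptep_1.0 from 133906 to 148474, on the minus strand. After Pt-hh pRNAi at late stage 5 it went from 121 ± 6.74 CPM (SD, n = 2) to 78.3 ± 44.9 CPM (SD, n = 4), a log2 fold change of −0.85 (standard error 0.24), with −1.55 in female 1 and −0.11 in female 2. The adjusted p was 0.053 in the edgeR quasi-likelihood fit with all pRNAi libraries and 0.00223 in the fit with the first window of egg sacs, by which the gene was called. After Pt-ptc pRNAi it went from 123 ± 17.3 CPM (SD, n = 3) to 77.3 ± 7.36 CPM (SD, n = 6), a log2 fold change of −0.67 (standard error 0.11, adjusted p = 0.00442 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 females. This second change no longer passed the threshold when Pt-ptc female 2 was left out, at −0.51, or female 3, at −0.68.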

Hh signaling was found to be involved in regulating the gene expression in the epithelial cells associated with the CM cells, as was evident from the effects of *Pt-hh* and *Pt-ptc* pRNAi on aug3.g17729 (*Pt-noggin-D*) expression (Fig. 2E). In contrast, altered Hh signaling did not seem to affect the gene expression in the CM cells (Fig. 2C and data file S5). Furthermore, *Pt-fgf8* is expressed rather stochastically, but the transcripts tended to be detected near the cumulus (Fig. 2E).

### Identification of *Pt-msx1* as a segmentation gene

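In the libraries of late stage 5, Pt-otd was between 0.658 and 2.65 CPM after Pt-hh pRNAi and between 95.5 and 112 CPM in the untreated libraries of the same females. Pt-opa was between 9.71 and 17.0 CPM after Pt-hh pRNAi and between 212 and 230 CPM untreated. After Pt-ptc pRNAi, Pt-opa was between 403 and 524 CPM, above every untreated library of those females (204 to 235 CPM). The levels of Pt-otd overlapped there, at 121 to 255 CPM after Pt-ptc pRNAi and 93.4 to 136 CPM untreated.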

Class I genes that were positively regulated by Hh signaling included *Pt-otd* (aug3.g9172) and *Pt-opa* (aug3.g12202). These genes have been previously characterized as Hh signaling targets that mediate stripe-splitting dynamics in head segmentation (*14*, *18*, *28*). In contrast, class II genes were negatively regulated by Hh signaling and have not been characterized previously. 

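The 12 class II gene models called by edgeR's quasi-likelihood test had log2 fold changes of 0.89 to 2.19 after Pt-hh pRNAi. After Pt-ptc pRNAi the 11 models above the floor had log2 fold changes of −6.08 to −1.08. Besides Pt-msx1, the list held Pt-bcl11 (aug3.g26043), Pt-AP2-A (aug3.g23531), Pt-ci (aug3.g13321), Pt-noto1 (aug3.g15243), Pt-ed (aug3.g10604), Pt-RTP-B, aug3.g12644, aug3.g27670, aug3.g3273 and the pair aug3.g24611 and aug3.g27568. Pt-AP2-A went from 88.1 ± 1.21 CPM (SD, n = 2) to 211 ± 44.6 CPM (SD, n = 4) after Pt-hh pRNAi, a log2 fold change of 1.24 (standard error 0.15, adjusted p = 0.000326 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 2 of 2 females. After Pt-ptc pRNAi it went from 72.3 ± 12.8 CPM (SD, n = 3) to 10.2 ± 3.27 CPM (SD, n = 6), a log2 fold change of −2.87 (standard error 0.12, adjusted p = 2.79e-09 from the edgeR quasi-likelihood test), lower in 3 of 3 females. Pt-bcl11 changed by 1.16 (standard error 0.13) and −6.08 (standard error 0.30) on the log2 scale, and Pt-ci by 1.17 (standard error 0.14) and −1.08 (standard error 0.10). Leaving out the female as a block left 2 gene models in class II, and the change of Pt-AP2-A after Pt-hh pRNAi, at 1.26, no longer passed the threshold.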

To investigate novel aspects of patterning mechanisms, we performed expression analysis of class II genes (fig. S2) and a pilot functional screen using pRNAi-mediated knockdown (*29*). 

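Pt-msx1, annotated as a homeobox protein MSH-D-like gene, lies on scaffold 35 of Ptep_1.0 from 1214090 to 1229614, on the minus strand. After Pt-hh pRNAi at late stage 5 it went from 207 ± 39.6 CPM (SD, n = 2) to 433 ± 25.3 CPM (SD, n = 4), a log2 fold change of 1.07 (standard error 0.13, adjusted p = 0.000242 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 2 of 2 females. After Pt-ptc pRNAi it went from 113 ± 24.5 CPM (SD, n = 3) to 1.78 ± 0.594 CPM (SD, n = 6), a log2 fold change of −5.95 (standard error 0.19, adjusted p = 1.98e-10 from the edgeR quasi-likelihood test), lower in 3 of 3 females. It held rank 81 among the DEGs of Pt-hh pRNAi and rank 2 among those of Pt-ptc pRNAi. With no block for the female, the change after Pt-hh pRNAi was 1.06 and did not pass the threshold. The response to Pt-ptc pRNAi differed between early stage 3 and late stage 5 by −5.92 on the log2 scale (standard error 0.37, adjusted p = 1.51e-09 for the treatment by stage term in the edgeR quasi-likelihood test). For Pt-hh pRNAi the same term was 1.08 (standard error 0.26, adjusted p = 0.0227 in the edgeR test), which did not pass an adjusted p of 0.01.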

From these analyses, we explored one class II gene aug3.g15189 (*Pt-msx1*), which encodes a homeodomain transcription factor and is a homolog of the *Drosophila muscle segment homeobox* (*msh*) gene and vertebrate *Msx* genes (*30*).

Expression analysis of class II genes revealed *Pt-msx1* as one of the genes expressed in the central region of the germ disc at late stage 5 (fig. S2, A and B). Its expression was expanded to almost the entire region in the *Pt-hh*^pRNAi^ germ disc and was missing in *Pt-ptc*^pRNAi^ (Fig. 2E). Among class II genes, *Pt-msx1* and *Pt-ci* were the only genes that showed spatially repetitive stripes of expression in WT embryos by 50 hours after egg laying (AEL; fig. S2, A to C). In the presumptive opisthosomal region of the nascent germ bands, *Pt-msx1* expression exhibited a dynamic pattern similar to that of *Pt-hh* (Fig. 3A), indicating that it could behave as oscillatory traveling waves, whereas *Pt-ci* and most other class II genes did not (fig. S2). The complementary patterns of *Pt-hh* and *Pt-msx1* expression were observed at the earliest stage of oscillation (Fig. 3B) and were eventually established throughout the entire germ band (Fig. 3C).

**Fig. 3:**
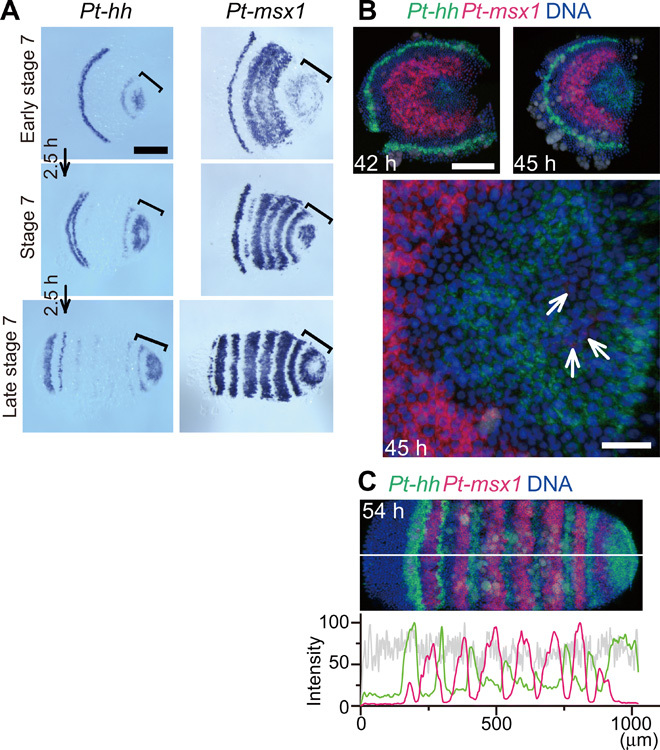
Complimentary striped expression of *Pt-msx1*and *Pt-hh*. (**A**) WT sibling embryos serially fixed at 2.5-hour intervals starting from early stage 7 and stained for *Pt-hh* and *Pt-msx1* transcripts. Brackets mark the opisthosomal region. (**B** and **C**) WT sibling embryos stained for *Pt-msx1* (red) and *Pt-hh* (green) transcripts and DNA (blue). Semi-flat preparations (B, top), the extracted surface image of the opisthosomal region of the 45-hour embryo (B, bottom), and the germ band of a 54-hour embryo (200-μm wide) (C). Signal intensity profiles in the surface cell layer along the midline (white line; averaged across 20 μm width) is shown together (C). White arrows indicate cells expressing *Pt-msx1* (B). Scale bars, 50 (B, bottom) and 200 μm (others).

Knockdown experiments revealed that *Pt-msx1* pRNAi led to failure to form germ bands and repetitive structures, despite the normal appearance of the germ disc (Fig. 4A and movie S1). *Pt-msx1*^pRNAi^ embryos initiated the differentiation of the extraembryonic region in response to the arrival of the CM cells at the germ disc rim but did not fully expand it and remained in a fan-like shape without elongating the emerging AP axis, even at the stage corresponding to the limb-forming stage (stage 9; Fig. 4A and movie S1). The caudal part of the embryonic region of *Pt-msx1*^pRNAi^ embryos started to show thickening after the beginning of stage 7; although the surface epithelial cells appeared morphologically normal, in the interior, some cells appeared to be dying (Fig. 4B). *Pt-msx1* pRNAi specificity was carefully confirmed (fig. S3), and the phenotypes of *Pt-msx1*^pRNAi^ embryos were then assessed at the molecular level. In *Pt-msx1*^pRNAi^ germ discs, the expression of *Pt-hh* and *Pt-ptc* and formation of AP polarity were relatively normal (Fig. 4C), in contrast to *Pt-hh*^pRNAi^ and *Pt-ptc*^pRNAi^ germ discs (Fig. 1A and data file S5). In the *Pt-msx1*^pRNAi^ embryos at later stages, the primary *Pt-hh* stripe traveled normally from the rim of the germ disc, but in the nascent germ bands, the stripe failed to enter the splitting phase, and the expression of *Pt-hh* and *Pt-otd* became obscure in the head (Fig. 4D). In the thorax of the nascent WT germ band, *Pt-noto1* and *Pt-hairy* are expressed in stripes (*17*, *31*). In the *Pt-msx1*^pRNAi^ embryos, *Pt-noto1* expression was detected in the putative thoracic region, disappearing from the most posterior part. In contrast, *Pt-hairy* expression was persistent in the posterior region. Both genes, however, did not show the spatially periodic expression (Fig. 4D). Notably, in the opisthosoma of the *Pt-msx1*^pRNAi^ embryos, oscillatory expression of genes—including *Pt-hh*, *Pt-noto1*, and a homolog of *Drosophila* pair-rule gene, *Pt-even-skipped* (*Pt-eve*)—did not occur (Fig. 4D). Moreover, serially arranged expression of *hox* genes, *Pt-lab-A*, *Pt-Dfd-A*, and *Pt-antp-A* (*25*), and *Pt-caudal* was not properly developed in *Pt-msx1*^pRNAi^ embryos (Fig. 4D); the anterior *Pt-lab-A* expression became reduced. The thoracic gene, *Pt-Dfd-A*, was expressed in the wide area of the embryonic region without showing any indication of stripes, while the expressions of the posterior genes, *Pt-antp-A* and *Pt-caudal*, were detected in only a few cells. In addition, *Pt-Ap2-A* (aug3.g23531) was expressed in a broad posterior region (Fig. 4D).

**Fig. 4:**
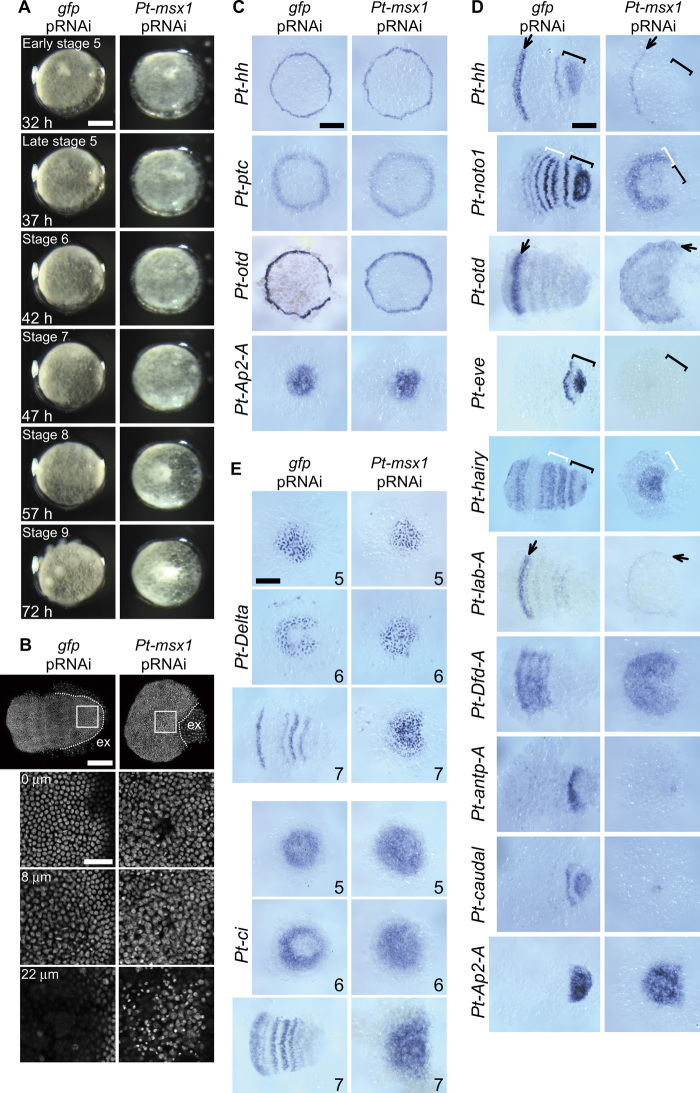
Effects of *Pt-msx1* pRNAi on periodic stripe formation. (**A**) Developmental time course of *gfp*^pRNAi^ and *Pt-msx1*^pRNAi^ embryos. These images are related to movie S1. Approximate times AEL and developmental stages are shown. The *Pt-msx1*^pRNAi^ embryo does not transform into a germ band, remaining in a fan-like shape. (**B**) *gfp*^pRNAi^ and *Pt-msx1*^pRNAi^ embryos at stage 7 stained for DNA. The boxed caudal regions are magnified in bottom panels, which show the images at three different depths: 0 μm, surface epithelial cell layer; 8 μm, mesodermal cell layer; 22 μm, yolk layer (*gfp*^pRNAi^) or interior cells, some of which appear to be dying (*msx1*^pRNAi^). The white dotted lines indicate the boundary between embryonic and extraembryonic (ex) area. (**C** to **E**) *gfp*^pRNAi^ and *Pt-msx1*^pRNAi^ embryos at late stage 5 (C), stage 7 (D), and stages indicated at the bottom right (E) stained for transcripts indicated. The *gfp*^pRNAi^ germ discs stained for *Pt-otd* and *Pt-AP2A* are the same as in data file S5. Arrows, the stripes in the head; white brackets, the thoracic region; black brackets, the opisthosomal region (D). The *Pt-msx1*^pRNAi^ embryos do not show repetitive striped expressions of genes (D and E). Anterior is to the left. Scale bars, 50 (B, bottom) and 200 μm (others). Photo credit: Yasuko Akiyama-Oda, JT Biohistory Research Hall.

The normal germ disc displays a “salt-and-pepper” pattern of *Pt-Delta* expression at the central area reflecting opisthosomal mesoderm versus ectoderm fate decisions (*19*). As the germ disc transition toward the germ band, this *Pt-Delta* pattern disappears from the germ disc center, followed by segmental striped expression of *Pt-Delta* in the opisthosomal ectoderm (Fig. 1B and fig. S2D) (*14*, *19*). In *Pt-msx1*^pRNAi^ embryos, the salt-and-pepper pattern of *Pt-Delta* expression was normal but persistent and failed to shift to the segmental mode (Fig. 4E). Similarly, the expression pattern of *Pt-ci* was affected by *Pt-msx1* knockdown, with neither central attenuation nor transition to stripes (Fig. 4E). These observations suggested that *Pt-msx1* is not necessary for forming graded positional information in the cell field but is essential for generating spatial repetitions of gene expression.

### Regulation of periodic expressions of genes by *Pt-msx1*

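The Pt-msx1 experiment used poly(A) RNA of pooled sibling embryos at late stage 5 and early stage 6, from 3 females injected with Pt-msx1 dsRNA and 2 females injected with gfp dsRNA, which are other females than those of the Pt-hh and Pt-ptc experiments. Every female gave 1 untreated library and 1 pRNAi library per stage, 20 libraries in all, and the pRNAi egg sacs were laid 14 to 24 days after the first injection. Total counts on gene models ranged from 8725236 to 11621286 (median 11106901) over the 10 untreated libraries and from 9697445 to 11302611 (median 10165432) over the 10 pRNAi libraries. Mapping, counting and deposition by the authors were as for the Pt-hh and Pt-ptc libraries. Pt-msx1 itself was at 95.1 ± 23.8 CPM (SD, n = 3) in untreated libraries of late stage 5 and 94.3 ± 14.2 CPM (SD, n = 3) in the libraries labelled Pt-msx1 pRNAi. Its log2 fold change was 0.01 (standard error 0.16, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the gene was lower in 2 of 3 females. At early stage 6 it was at 141 ± 16.6 CPM (SD, n = 3) untreated and 140 ± 52.9 CPM (SD, n = 3) in the libraries labelled Pt-msx1 pRNAi, a log2 fold change of −0.07 (standard error 0.19, adjusted p = 0.935 from the edgeR quasi-likelihood test), lower in 2 of 3 females. By library, Pt-msx1 was between 81.3 and 109 CPM (untreated, 74.9 to 121 CPM) at late stage 5 and between 96.4 and 199 CPM (untreated, 124 to 157 CPM) at early stage 6. Since the mean change of the targeted transcript was close to 0 at both stages, these libraries are named by their labels, and every direction given for them rests on the labels. Reads of the injected dsRNA, if counted on the gene model, would mask a reduction, and read sequences were not analysed here. The counts of the library labelled Pt-msx1 pRNAi of female 1 at early stage 6 are identical, in all 27990 gene models, to those of the library labelled gfp pRNAi of female 5 at that stage (total 10105237 in each). It is the only identical pair among 2278 pairs of libraries. The library was kept as labelled, and values from females 2 and 3 alone are given beside those from 3 females. In these 2 females Pt-msx1 went from 140 ± 23.4 to 111 ± 20.7 CPM (SD, n = 2 each) at early stage 6, a log2 fold change of −0.35 (standard error 0.11, adjusted p = 0.292 in the edgeR quasi-likelihood test), lower in 2 of 2.
Untreated libraries and libraries labelled Pt-msx1 pRNAi were compared in 1 fit per stage, with the female as a block, and gene models called in the 2 gfp females of this experiment at the same stage were excluded. At late stage 5, 0 of 12440 gene models passed an adjusted p under 0.01 in edgeR's quasi-likelihood test, and 696 had an unadjusted p under 0.05. At early stage 6, 0 of 12446 passed, and 775 had an unadjusted p under 0.05. With females 2 and 3 alone at early stage 6, 5 of 12143 gene models passed and 1139 had an unadjusted p under 0.05; after the exclusion of 1 model, Pt-ets21c was higher and Pt-prd2, Pt-gas1 and Pt-asl-H were lower. Leaving out female 2 or female 3 gave 20 or 40 gene models at late stage 5. Without the low-count filter, 106 were called at late stage 5, and edgeR's likelihood ratio test called 32 at late stage 5 and 12 at early stage 6. Without the female as a block, 0 were called at either stage, with 143 and 337 at an unadjusted p under 0.05. Of 37 genes that the paper names by identifier, 5 passed at early stage 6 when adjusted over the list alone and 0 when adjusted over all genes tested. In the fit of females 2 and 3, 18 of the 37 passed adjusted over the list alone and 4 over all genes. The paper chose part of this list from these libraries, so that the counts over the list alone are not independent evidence.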

To examine gene regulation by *Pt-msx1*, we performed RNA-seq analysis of *Pt-msx1*^pRNAi^ embryos, followed by WISH-based gene expression screening of 40 selected genes (Fig. 5A, table S3, and data file S6). These included nine genes that were also identified as DEGs in the *Pt-hh* and *Pt-ptc* pRNAi and RNA-seq experiments at late stage 5 (Fig. 5Aa). Of these nine genes, the intermediate expressions of three class III genes, aug3.g8295 (*Pt-mirr4*), aug3.g21549 (*Pt-odd-skipped related-B*), and aug3.g13482 (*Pt-rhomboid*), were expanded into the central region of the germ disc by *Pt-msx1* knockdown; in contrast, the expressions of two class II genes, aug3.g9575 (*Pt-gas1*) and g27670, were reduced within the central region (Fig. 5B). These results suggested that the germ disc patterning involved regulatory interactions among Hh signaling targets.

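Pt-mirr4 (aug3.g8295), Pt-osr-B (aug3.g21549), Pt-rhomboid (aug3.g13482), Pt-gas1 and aug3.g27670 lie on scaffolds 893, 5348, 1656, 1039 and 228 of Ptep_1.0. At early stage 6, Pt-mirr4 was at 76.8 ± 6.88 CPM (SD, n = 3) in untreated libraries and 121 ± 44.6 CPM (SD, n = 3) in the libraries labelled Pt-msx1 pRNAi, a log2 fold change of 0.59 (standard error 0.22). Pt-osr-B went from 20.5 ± 8.25 to 38.7 ± 14.9 CPM (log2 fold change 0.92, standard error 0.12), and Pt-rhomboid from 31.0 ± 7.74 to 47.6 ± 11.4 CPM (log2 fold change 0.62, standard error 0.19). Pt-gas1 went from 86.3 ± 29.8 to 61.4 ± 53.2 CPM (log2 fold change −0.76, standard error 0.30), and aug3.g27670 from 49.4 ± 12.0 to 16.9 ± 5.71 CPM (log2 fold change −1.58, standard error 0.22). The adjusted p was 0.738 for each of the 5 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Pt-osr-B and Pt-rhomboid were higher and aug3.g27670 lower in 3 of 3 females, while Pt-mirr4 was higher and Pt-gas1 lower in 2 of 3. The exception was the library labelled Pt-msx1 pRNAi of female 1, whose counts are identical to those of a gfp library. With females 2 and 3 alone, the edgeR quasi-likelihood test gave log2 fold changes of 0.91 (adjusted p = 0.0108) for Pt-mirr4 and 0.91 (adjusted p = 0.0187) for Pt-osr-B. In the same edgeR fit the log2 fold changes were −1.24 (adjusted p = 0.00465) for Pt-gas1, −1.41 (adjusted p = 0.0127) for aug3.g27670 and 0.62 (adjusted p = 0.254) for Pt-rhomboid.

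**Figure D3:**
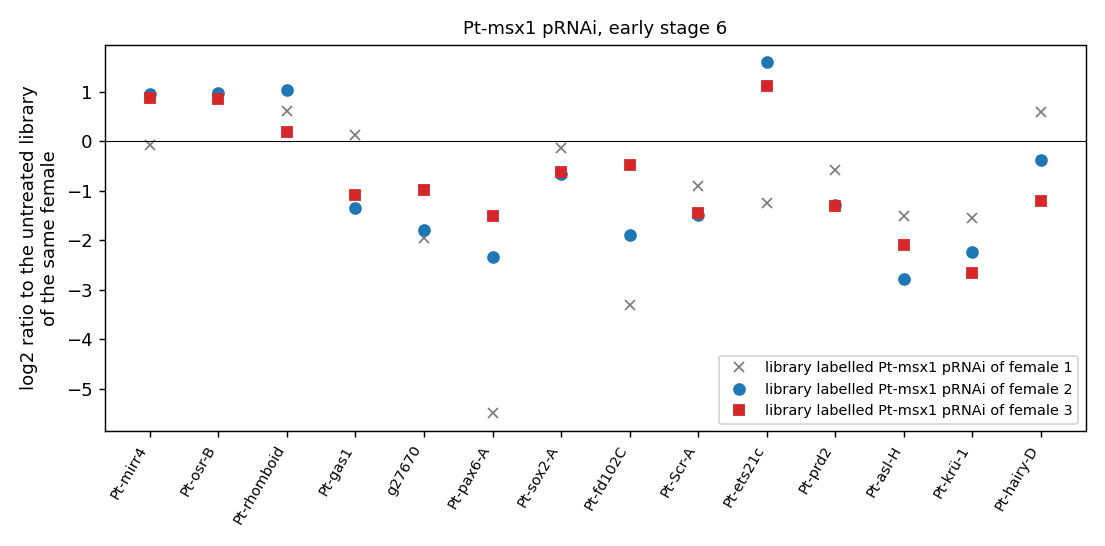
Log2 ratio of the library labelled Pt-msx1 pRNAi to the untreated library of the same female at early stage 6 (vertical axis), for 14 genes. Circles and squares are females 2 and 3, and crosses are the library labelled female 1, whose counts are identical to those of a gfp library; Pt-ets21c, at 1.36 with females 2 and 3, is lower only in the library labelled female 1.

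None of the 42 gene models called after both Pt-hh and Pt-ptc pRNAi at late stage 5 was called at early stage 6 by edgeR's quasi-likelihood test, either with 3 females or with females 2 and 3. With 3 females this test called 0 gene models, so that none could be shared. With females 2 and 3, 4 called models could be compared, of which 0.0147 would be shared by chance. With edgeR's likelihood ratio test in both experiments, 2 were shared, and 5 with female 1 left out (0.662 by chance; one-sided Fisher's exact test, p = 0.000513), a setting chosen after the identical counts had been seen. At late stage 5, Pt-rhomboid was called after both treatments, with log2 fold changes of −0.82 (adjusted p = 0.00954) and −4.63 (adjusted p = 1.98e-10) in the edgeR quasi-likelihood test. The model aug3.g27670 was also called after both, with 1.78 (adjusted p = 2.56e-05) and −2.15 (adjusted p = 0.00442). Pt-mirr4 was called after Pt-ptc pRNAi, at −2.53 (adjusted p = 2.21e-07 in the edgeR test), and not after Pt-hh pRNAi, at −0.45 (adjusted p = 0.164). Pt-osr-B was called after Pt-ptc pRNAi, at −1.07 (adjusted p = 0.000212 in the edgeR test), and not after Pt-hh pRNAi, at −0.84 (adjusted p = 0.0147). From the expression domains of these genes after Pt-msx1 knockdown, the paper proposes that patterning of the germ disc involves regulatory interactions among targets of Hh signaling.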

**Fig. 5:**
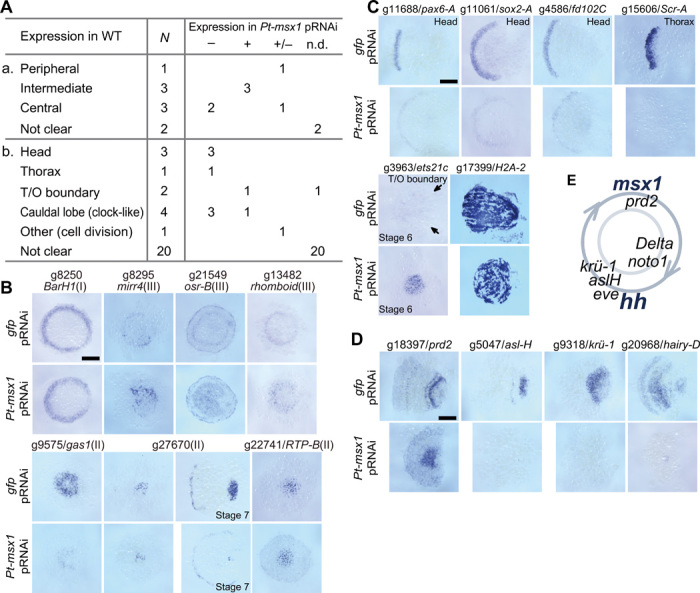
Striped and oscillatory expression of DEGs identified in *Pt-msx1* pRNAi and RNA-seq experiments. (**A**) Summary of expression of 40 selected DEGs: (a) nine DEGs that were also identified in *Pt-hh* and *Pt-ptc* pRNAi experiments; (b) other 31 DEGs. Expression areas in the epithelium of WT germ discs (a) and germ bands (b), numbers of DEGs (*N*), and expression in *Pt-msx1*^pRNAi^ embryos, where “–” indicates expression domains diminish, “+” indicates expression domains enlarge, and “+/−” indicates expression domains not clearly different from WT. T/O boundary, thorax-opisthosoma boundary. (**B** to **D**) *gfp*^pRNAi^ and *Pt-msx1*^pRNAi^ embryos stained for transcripts of genes that are listed in Aa (B) and Ab (C and D) (“not clear” genes were omitted). Embryos were at late stage 5 (B), stage 7 (C and D), or stages as indicated. The numbers in parentheses indicate the classes of the genes (B). Arrows (C) (aug3.g3963) point to the boundary between the thorax and opisthosoma, where very faint signals are observed. (**E**) Relative times of onsets of segmentation clock gene expression during the oscillation cycle at the posterior pole of the germ band. Anterior is to the left (stage 7). Scale bars, 200 μm. Photo credit: Yasuko Akiyama-Oda, JT Biohistory Research Hall.

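Pt-pax6-A, on scaffold 1357 of Ptep_1.0 from 114716 to 223692, was at 6.17 ± 3.78 CPM (SD, n = 3) in untreated libraries of early stage 6 and 0.899 ± 0.899 CPM (SD, n = 3) in the libraries labelled Pt-msx1 pRNAi, a log2 fold change of −2.83 (standard error 0.66). Pt-sox2-A (scaffold 1253, 129884 to 133774) went from 46.9 ± 12.3 to 34.6 ± 13.0 CPM (log2 fold change −0.47, standard error 0.15). Pt-fd102C (scaffold 574, 327339 to 403334) went from 9.76 ± 9.56 to 2.77 ± 2.55 CPM (log2 fold change −1.80, standard error 0.49). Pt-Scr-A (scaffold 48, 1228865 to 1240808) went from 6.05 ± 3.37 to 2.45 ± 1.18 CPM (log2 fold change −1.28, standard error 0.26). All 4 genes were lower in 3 of 3 females, with an adjusted p of 0.738 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Females 2 and 3 alone gave log2 fold changes of −2.13, −0.65, −1.46 and −1.50, with adjusted p-values of 0.0517, 0.0778, 0.0983 and 0.0842 in the edgeR quasi-likelihood test. Pt-ets21c (scaffold 516, 2176 to 56621) went from 14.6 ± 2.41 to 28.9 ± 21.2 CPM, a log2 fold change of 0.61 (standard error 0.54, adjusted p = 0.777 in the edgeR test), higher in 2 of 3 females. In females 2 and 3 it went from 15.9 ± 1.25 to 40.9 ± 6.37 CPM (SD, n = 2 and n = 2), and its adjusted p was 0.00802 in the edgeR test.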

Other identified genes (Fig. 5Ab) included those expressed in stripes in the presumptive head [aug3.g11688 (*Pt-pax6-A*), aug3.g11061 (*Pt-sox2-A*), aug3.g4586 (*Pt-fd102C*)] or thorax [aug3.g15606 (*Pt-Scr-A*)] or at the boundary between the thorax and opisthosoma [aug3.g3963 (*Pt-ets21c*)]; the expressions of these genes diminished (the former four genes) or expanded to the posterior region (aug3.g3963) in *Pt-msx1*^pRNAi^ embryos (Fig. 5C). Four other genes, aug3.g18397 (*Pt-prd2*), aug3.g5047 (*Pt-asl-H*), aug3.g9318 [*Pt-krüppel-1* (*Pt-krü-1*)], and aug3.g20968 (*Pt-hairy-D*) exhibited cyclic expression patterns in the posterior terminal portion of the germ band (fig. S4A), as was the case with *Pt-hh* and *Pt-msx1* (Fig. 3A); these “segmentation clock” genes were not expressed or were static in the *Pt-msx1^pRNAi^* embryos (Fig. 5D). 

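Pt-prd2, on scaffold 2837 of Ptep_1.0 from 14826 to 41178, was at 230 ± 52.2 CPM (SD, n = 3) in untreated libraries of early stage 6 and 112 ± 32.7 CPM (SD, n = 3) in the libraries labelled Pt-msx1 pRNAi, a log2 fold change of −1.06 (standard error 0.18). Pt-asl-H (scaffold 613, 168625 to 181484) went from 10.8 ± 0.966 to 2.50 ± 0.891 CPM (log2 fold change −2.13, standard error 0.30). Pt-krü-1 (scaffold 1011, 413787 to 479774) went from 4.96 ± 1.95 to 1.13 ± 0.53 CPM (log2 fold change −2.14, standard error 0.34). These 3 genes were lower in 3 of 3 females, and none passed an adjusted p of 0.01 in edgeR's quasi-likelihood test with 3 females. With females 2 and 3 alone, their log2 fold changes were −1.30, −2.46 and −2.44, with adjusted p-values of 0.00155, 0.00802 and 0.0346 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 3 females, edgeR's likelihood ratio test called all 3, and DESeq2 called Pt-prd2 and Pt-asl-H. Pt-hairy-D (scaffold 4383, 54456 to 66622) went from 46.4 ± 4.41 to 40.7 ± 22.6 CPM, a log2 fold change of −0.32 (standard error 0.33, adjusted p = 0.802 in the edgeR quasi-likelihood test), lower in 2 of 3 females. It was −0.78 with female 1 left out and 0.11 with female 3 left out.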

Simultaneous detection of expression of multiple clock genes in WT germ bands revealed differential phases of oscillations (fig. S4); *Pt-msx1* expression was antiphase with *Pt-hh* expression but was nearly in phase with *Pt-prd2* expression (Fig. 5E). Unlike in some insects and myriapods (*32*, *33*), none of these clock genes were expressed with double-segment periodicity in the spider. Collectively, these observations suggested that *Pt-msx1* functioned as a segmentation gene in all the three body regions of *Parasteatoda* embryos.

### Wave-like expression of *Pt-msx1* preceding stripe pattern formation

Next, we characterized events forming the striped expression of *Pt-msx1* at cellular resolution. Transcriptomic profiling by RNA-seq showed that *Pt-msx1*, similar to *Pt-hh*, started to be transcribed at stage 2 (12 to 14 hours AEL) (*26*). By FISH, *Pt-msx1* transcripts were not detectable at 24 hours AEL but were detected stochastically at 28 and 30 hours AEL among surface cells near the embryonic pole or the center of the nascent germ disc (fig. S5), which is on the opposite side of the egg relative to the position of initial *Pt-hh* transcription (*14*).

We then fixed sibling embryos, serially from the early germ disc stage, and first examined the spatial distributions of cells expressing *Pt-msx1*, relative to cells expressing another class II gene, *Pt-AP2-A* (aug3.g23531; Fig. 6 and fig. S5B). Observations from these experiments revealed three successive phases of *Pt-msx1* expression. During the first phase, cells expressing these two genes were initially found only near the embryonic pole but covered up to more than half of the diameter of the germ disc, by 36 hours AEL. Extirpation of the embryonic polar region by laser irradiation at 24 hours AEL failed to prevent expansion of *Pt-msx1* expression in cells in the broad central area of the later germ disc (Fig. 7A), suggesting that *Pt-msx1* expression is independent of the potential signaling center at the embryonic pole (*34*). In contrast, *Pt-ptc* knockdown completely abolished *Pt-msx1* expression (Figs. 2E and 7B), and *Pt-hh* knockdown caused overexpansion of *Pt-msx1*–expressing cells even at earlier germ disc stages (33 hours AEL; Fig. 7B). Hence, expansion dynamics of *Pt-msx1* expression were regulated by Hh signaling.

**Fig. 6:**
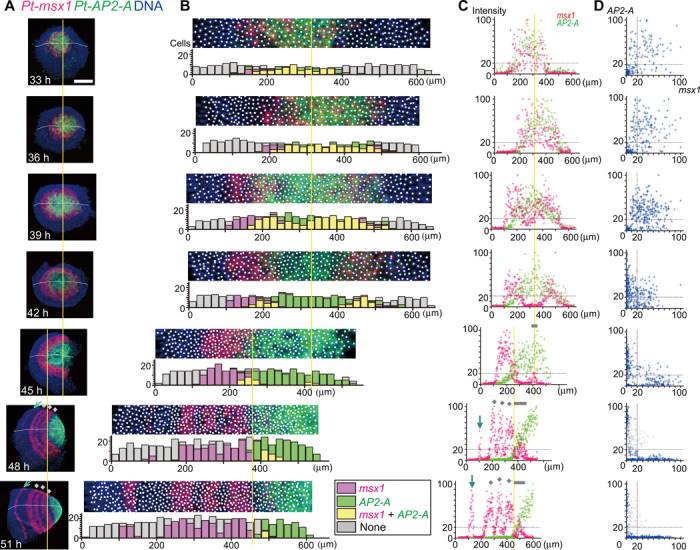
Dynamics of the primary wave of *Pt-msx1* expression. (**A** to **D**) Sibling embryos at the indicated time points stained for transcripts of *Pt-msx1* (red), *Pt-AP2-A* (green), and DNA (blue). (A) Semi-flat preparations. (B) Extracted images (80-μm wide) along the midline (white line, A). At the position of nuclei, white spots are placed, from where the quantitative signal values were extracted. Bar graphs show numbers of cells expressing substantial transcript levels (color-coded, inset) in each subdivided area (20 μm by 80 μm). (C) Dot plots showing relationships between cell positions and signal intensities of *Pt-msx1* (red) and *Pt-AP2-A* (green). (D) Dot plots showing relationships between signal intensities of *Pt-msx1* and *Pt-AP2-A* in individual cells. Gray spots (45 to 51 hours) (D) were derived from cells at the AP position range that are indicated by gray bars in (C), which mark *Pt-msx1* expression for the O1 segment. Yellow lines refer to the center of the germ disc and the likely corresponding position (33 to 45 hours) and the posterior limit of the *Pt-msx1* L4 stripe (45 to 51 hours). Gray dots, three *Pt-msx1* stripes (L2 to L4) resulting from tri-splitting of the primary *Pt-msx1* wave; blue arrows, *Pt-msx1* stripes at the bi-splitting sites (A and C). Anterior is to the left (36 to 51 hours). Germ disc orientation is arbitrary at 33 hours. Scale bar, 200 μm.

**Fig. 7:**
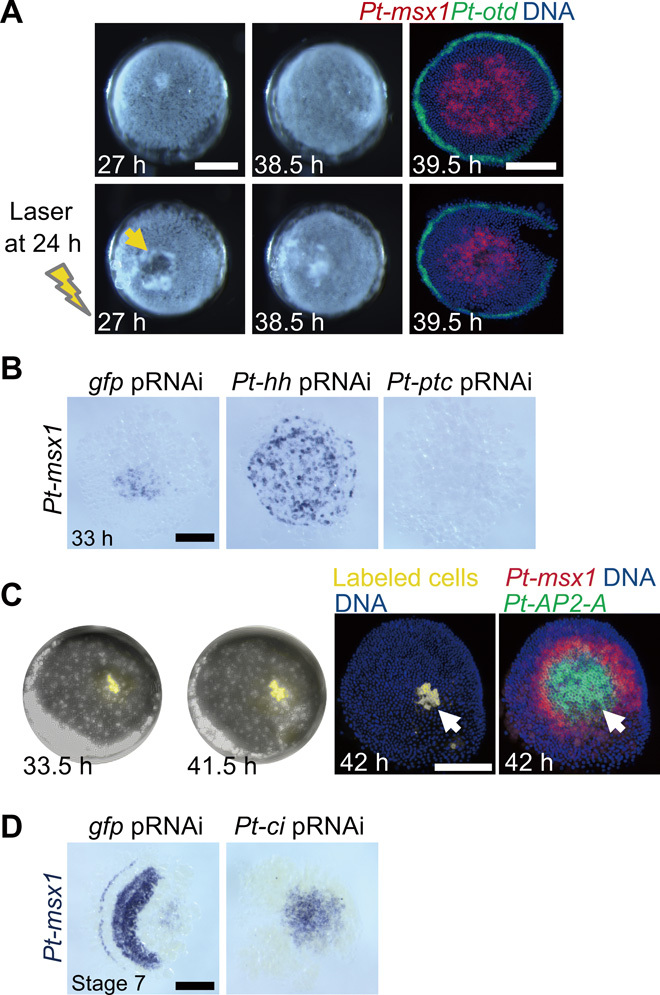
Propagation and attenuation dynamics of the *Pt-msx1* primary wave. (**A**) Initiation and propagation of the *Pt-msx1* wave independent of the central part of the early germ disc. An embryo was laser-irradiated to extirpate the region surrounding the embryonic pole (arrow) at 24 hours AEL and was photographed at 27 and 38.5 hours AEL together with an untreated sibling. Both embryos were fixed at 39.5 hours and were stained for *Pt-msx1* (red) and *Pt-otd* (green) transcripts and DNA (blue). (**B**) Early regulation of *Pt-msx1* expression by Hh signaling. *Pt-msx1* transcript staining of *gfp*^pRNAi^, *Pt-hh*^pRNAi^, and *Pt-ptc*^pRNAi^ germ discs at early stage 5. The expression already expanded to the periphery in the *hh*^pRNAi^ germ disc. (**C**) *Pt-msx1* expression dynamics in a static field. A live embryo with a labeled cell clone (yellow) was photographed at 33.5 and 41.5 hours AEL and was then stained as indicated. Arrows indicate the clone position, which remained largely unchanged, and the expression of *Pt-msx1* was detected in the more peripheral region. (**D**) Effects of *Pt-ci* knockdown on the *Pt-msx1* expression. *gfp*^pRNAi^ and *Pt-ci*^pRNAi^ embryos at stage 7 were stained for *Pt-msx1* transcripts. *Pt-msx1* continued to be expressed in the corresponding caudal region in the *Pt-ci*^pRNAi^ embryo. Anterior is to the left (D). Scale bars, 200 μm. Photo credit: Yasuko Akiyama-Oda, JT Biohistory Research Hall.

During the second phase, *Pt-msx1*, and not *Pt-AP2-A*, expression started to be attenuated in cells in the central area of the germ disc (39 hours; Fig. 6). Cells expressing both *Pt-msx1* and *Pt-AP2-A* decreased in number (42 hours) and more peripheral (anterior) cells exhibited *Pt-msx1*–biased expression. As revealed by cell labeling experiments, *Pt-msx1* expression was attenuated in a static field of cells (Fig. 7C). This indicated that a large-scale wave of *Pt-msx1* expression developed from around the embryonic pole, which corresponded to the future posterior pole, and swept toward the thorax. Notably, the cells in which the *Pt-msx1* expression was attenuated initiated *Pt-hh* expression (Fig. 3B). Furthermore, *Pt-ci* knockdown embryos were defective in the central attenuation of *Pt-msx1* expression (Fig. 7D), as in the case with *Pt-ci* expression in *Pt-msx1* knockdown embryos (Fig. 4E). These observations suggested that *Parasteatoda* embryonic segmentation involved mutually opposing regulations of *Pt-msx1* and Hh signaling through gene networks that have not yet been characterized. Similar wave-like behaviors of gene expression patterns, starting from around the embryonic pole in the germ disc stage, were observed for eight more class II genes and the *Pt-Delta* gene (*14*, *19*), with varied timing and expansion range (fig. S2, A and D). Here, these early wave-like gene expressions were referred to as the primary waves. With remodeling of the field into a germ band, the *Pt-msx1* and *Pt-AP2-A* expression domains were spatially separated, with the exception of a de novo *Pt-msx1* peak for the first opisthosomal (O1) segment (45 to 51 hours; Fig. 6).

During the third phase, the primary *Pt-msx1* wave, after passing through the future opisthosoma and arriving at the future thorax, split into three stripes in a short time frame (48 and 51 hours; Fig. 6). These stripes corresponded to anterior portions of the second to fourth leg-bearing thoracic (L2 to L4) segments. This “tri-splitting” can be compared with “bi-splitting” of the *Pt-hh* stripe during head segmentation (*18*), but the former was temporally nonrepetitive, and the latter was temporally repetitive.

We reconstructed the tri-splitting process by staining sibling embryos for *Pt-msx1* and *Pt-noto1* (Fig. 8, A to D, and fig. S6). *Pt-noto1* is one of the earliest indicators of thoracic segmentation (Fig. 1B) (*17*) and is expressed ubiquitously in the presumptive thoracic region of the germ disc in early embryos (fig. S2D). In this reconstruction, the *Pt-msx1* primary wave merged with *Pt-noto1* expression in the thoracic field, and, subsequently, complementary striped distribution of *Pt-msx1*– and *Pt-noto1*–expressing cells was generated, as double-positive cells disappeared. Considering previously described cell tracking data (*17*), this tri-splitting was likely elicited through transcriptional regulation in the epithelium, with limited contribution from cell sorting. To confirm the roles of *Pt-msx1* in tri-splitting, we introduced *Pt-msx1* embryonic RNAi (*Pt-msx1*^eRNAi^) cell clones into the presumptive thoracic region. These clones locally impaired the patterning event (15 of 17), whereas *gfp*^eRNAi^ cell clones did not (0 of 10; Fig. 8E). *Pt-msx1*^eRNAi^ cell clones did not develop spatially organized, complementary expressions of *Pt-msx1* and *Pt-noto1*. These data confirmed the functional importance of the *Pt-msx1* wave in thoracic segmentation.

**Fig. 8:**
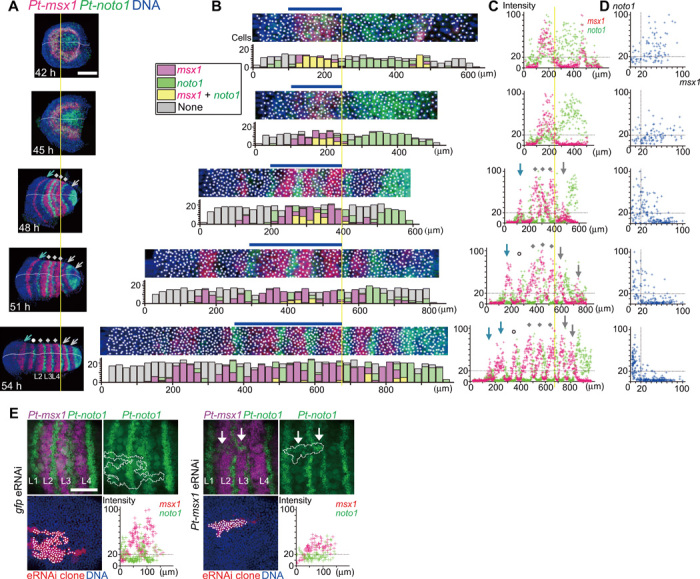
Tri-splitting dynamics of the *Pt-msx1* expression. (**A** to **D**) Sibling embryos at the indicated time points stained for *Pt-msx1* (red) and *Pt-noto1* (green) transcripts and DNA (blue). Data and images are shown as in Fig. 6. In (D), intensity values were extracted from cells at the position range indicated by blue bars in (B). Yellow lines refer to the posterior limit of the *Pt-msx1* L4 stripe. Gray dots, three *Pt-msx1* stripes (L2 to L4) resulting from tri-splitting of the primary *Pt-msx1* wave; gray arrows, *Pt-msx1* expression peaks or stripes for O1 and O2 segments generated through oscillations; blue arrows, *Pt-msx1* stripes at the bi-splitting sites; white circles, the *Pt-msx1* L1 stripe appearing later (A and C). (**E**) Phenotypes of *Pt-msx1*^eRNAi^ and *gfp*^eRNAi^ cell clones during tri-splitting. The samples were stained for *Pt-msx1* (magenta) and *Pt-noto1* (green) transcripts, eRNAi cell clones (red), and DNA (blue). Dot plots show relationships between positions of cells (spots) along the AP axis and signal intensities of *Pt-msx1* (red) and *Pt-noto1* (green) in the eRNAi cell clones (outlined). White arrows indicate disordered patterns of *Pt-noto1* expression in the *Pt-msx1*^eRNAi^ cell clone. Anterior is to the left. Scale bars, 200 μm (A) and 100 μm (E).

### The onset of oscillatory expression in the caudal region

The field through which the primary *Pt-msx1* wave passed initiated cyclic expression of segmentation clock genes (fig. S4). In particular, the propagation and attenuation dynamics of the primary *Pt-msx1* expression wave were closely associated with the attenuation of *Pt-ci* expression and the initiation and propagation of expression of serial clock genes, including *Pt-hh*, *Pt-prd2*, and *Pt-krü-1* (Fig. 9, A and B). All these expression dynamics were affected in *Pt-msx1*^pRNAi^ embryos (Figs. 4 and 5). To confirm the roles of *Pt-msx1* in regulating these dynamics, we examined *Pt-msx1*^eRNAi^ cell clones that were introduced to the central region of the germ disc. These cell clones, but not *gfp*^eRNAi^ cell clones, prevented both *Pt-ci* attenuation and *Pt-krü-1* initiation (6 of 6; 0 of 5 for *gfp*^eRNAi^; Fig. 9C). In the representative *Pt-msx1*^eRNAi^ cell clone, most cells remained *Pt-ci* positive and did not initiate *Pt-krü1* expression despite the progression of *Pt-ci* attenuation outside of the cell clone (Fig. 9C). This was in contrast with the *gfp*^eRNAi^ cell clone, which included cells expressing *Pt-ci*, *Pt-krü1*, or both according to the progression of *Pt-ci* attenuation (Fig. 9C). These results suggested that the primary *Pt-msx1* wave is among the key mechanisms that underlie the initiation of the genetic oscillations associated with opisthosomal segmentation. In addition, as mentioned above, *Pt-msx1* attenuation was abolished in *Pt-ci*^pRNAi^ embryos (Fig. 7D), suggesting that interdependent negative regulation of *Pt-msx1* and Hh signaling is a prerequisite for initiating the patterning cycles.

**Fig. 9:**
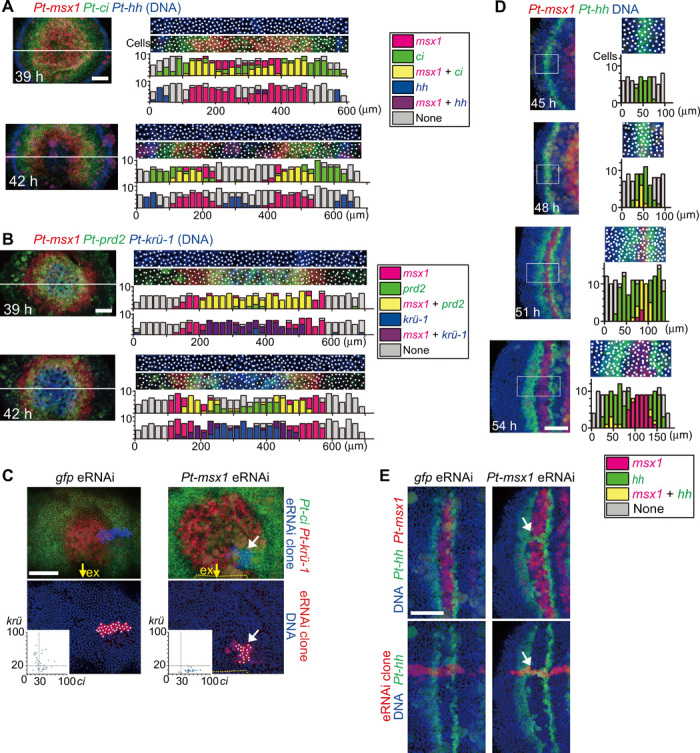
*Pt-msx1*–mediated distinct segmentation dynamics in different body regions. (**A** and **B**) Initiation of clock gene expression. Sibling embryos at 39 and 42 hours AEL were stained for the indicated transcripts and DNA (blue). Extracted images (50-μm wide) along the line (left) are shown with bar graphs that show numbers of cells (spots) expressing substantial transcript levels (color-coded, inset) in each subdivided area (20 μm by 50 μm). (**C**) Phenotypes of *Pt-msx1*^eRNAi^ and *gfp*^eRNAi^ cell clones in the opisthosomal region at early stage 6. The samples stained for *Pt-ci* and *Pt-krü-1* transcripts, eRNAi cell clones, and DNA are shown as indicated. Dot plots (insets) show signal intensities of *Pt-ci* and *Pt-krü-1* in individual cells (spots) in the cell clones. Yellow arrows, the extraembryonic (ex) region; yellow dotted lines, the boundary between embryonic and ex areas (*Pt-msx1*^eRNAi^). The *Pt-msx1*^eRNAi^ embryo is slightly older than the *gfp*^eRNAi^ embryo, but most cells in the *Pt-msx1*^eRNAi^ cell clone (white arrows) remained expressing *Pt-ci* and not *Pt-krü-1*. (**D**) Insertion of *Pt-msx1* expression between the splitting *Pt-hh* stripes in the head region. The head region of sibling embryos stained for *Pt-msx1* (red) and *Pt-hh* (green) transcripts and DNA (blue). The boxed 80-μm-wide regions were extracted, and bar graphs were produced as in (A) and (B), except that each subdivided area is 10 μm by 80 μm. (**E**) Phenotypes of *Pt-msx1*^eRNAi^ and *gfp*^eRNAi^ cell clones during bi-splitting. The samples stained for *Pt-hh* and *Pt-msx1* transcripts, eRNAi cell clones, and DNA are shown as indicated. White arrows mark unseparated *Pt-hh* stripes. Anterior is to the top (A to C) and to the left (D and E). Scale bars, 100 μm.

### Regulation of bi-splitting dynamics by *Pt-msx1* in the head segmentation

In the presumptive head region, temporally repeated bi-splitting of *Pt-hh* stripes gives rise to head segments (*18*). Expression analysis revealed a nascent stripe of *Pt-msx1* expression in the head region (Figs. 6 and 8), and the *Pt-msx1*^pRNAi^ embryos exhibited reduced expressions of head genes (Figs. 4D and 5C). Simultaneous detection of *Pt-hh* and *Pt-msx1* expression in sibling embryos revealed that *Pt-msx1* was dynamically expressed in association with the bi-splitting of *Pt-hh* stripes (Fig. 9D). In particular, cells expressing *Pt-msx1* were observed within the *Pt-hh* stripe preceding each bi-splitting event, and *Pt-msx1* expression expanded to occupy the space between the splitting stripes. We found that *Pt-msx1*^eRNAi^ cell clones failed to abolish *Pt-hh* expression between the splitting stripes (15 of 15; 0 of 9 for *gfp*^eRNAi^; Fig. 9E). *Pt-msx1*^eRNAi^ cell clones did not induce *Pt-hh* expression outside of the *Pt-hh* stripes. These findings suggested that *Pt-msx1* acts as a negative regulator of *Pt-hh* expression to mediate the generation of bi-splitting dynamics for head segmentation.

## DISCUSSION

The present genome-wide analyses of *P. tepidariorum*, using a combination of *Pt-hh* and *Pt-ptc* pRNAi and RNA-seq, have provided comprehensive evidence that Hh signaling mediates the formation of a polarized French flag–like pattern in a cell-based field of the germ disc in the spider embryo (Fig. 2). This pattern comprised concentric circular expressions of class I to III genes, which were achieved through differential transcriptional responses to the initial Hh signaling activities [Fig. 10 (1)]. Transcription of class I genes was positively regulated by Hh signaling, that of class II genes was negatively regulated, and that of class III genes required both *Pt-hh* and *Pt-ptc*. *Pt-hh* is expressed at the periphery of the germ disc corresponding to the future anterior (Figs. 1 and 2). The radius of the germ disc is about 300 μm, which is comparable to the effective range of Hh molecules shown in vertebrate studies (*35*, *36*). Although any protein products of Hh signaling components have not been examined in the spider embryos, our previous observation regarding the changing pattern of *Pt-ptc* transcript expression (*14*), which is generally considered to be the indicator of Hh signal reception (*7*), supports the notion that the Hh signaling network operates in the full spatial range of the spider germ disc. Our extensive gene expression analyses combined with the gene knockdown experiments revealed the direct involvement of Hh signaling in generating spatially organized diverse cell states in the entire germ disc before the emergence of spatially periodic patterns.

**Fig. 10:**
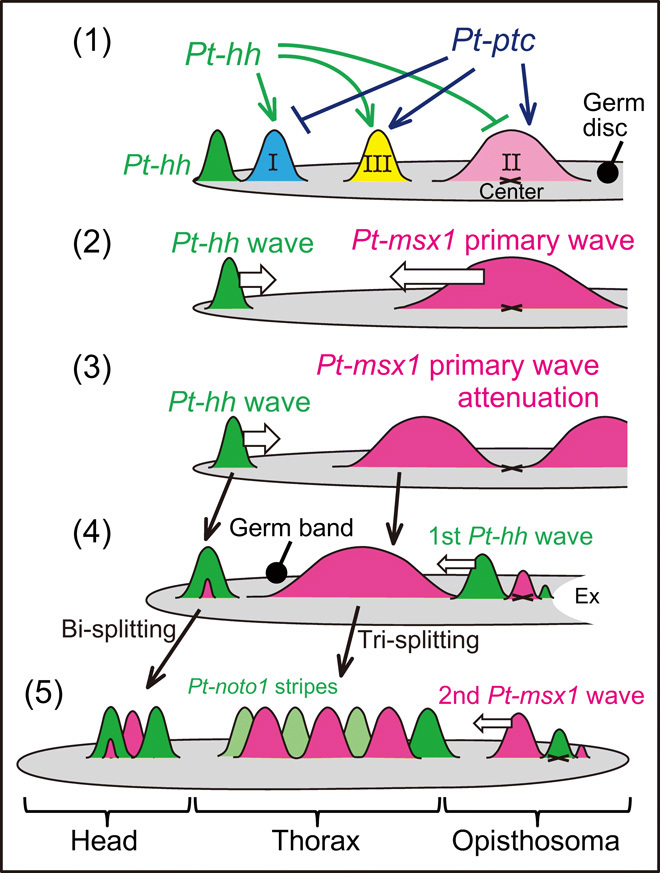
Schematic diagram of early patterning in the spider embryo. Germ-disc patterning and varied stripe-forming events were controlled by Hh signaling along the radius of the germ disc or along the AP axis of the germ band. Expressions of class I, II, and III genes in the germ disc are regulated by *Pt-hh* and *Pt-ptc*. The class II gene *Pt-msx1* is involved in generating distinct gene expression dynamics in the three body regions. See the main text for details.

The French flag–like pattern in the spider germ disc seems to be comparable with the expression pattern of *Drosophila* gap genes in the blastoderm, which is regulated by the graded concentration of Bicoid (*37*). Despite the differences in the nature of the patterning fields (syncytial versus cellular) and in the type of the master molecules (the transcription factor, Bicoid, versus the secreted signaling protein, Hh), similar expression patterns of a large spectrum of genes are displayed in both static fields. At first, *Drosophila* gap gene expression domains overlap, but sharp boundaries are established depending on mutually repressive interactions between gap genes (*37*). In the spider, clear boundaries of gene expression domains were not observed in the germ-disc stage (Fig. 2), but interactions among target genes appeared to occur. For example, the expression patterns of some of class II and class III genes were reduced and expanded, respectively, by knockdown of a class II gene, *Pt-msx1* (Fig. 5). The periodic stripe pattern of *Drosophila* pair-rule genes develops in the static field (*20*). In contrast, spatial repetition in the spider embryo became apparent only after transition of the germ disc toward the germ band began (Figs. 1, 6, and 8).

A prominent aspect of Hh signaling–based patterning, which is directly associated with periodic stripe formation, was revealed by our findings on the expression and function of the transcription factor gene *Pt-msx1*, which is a class II gene. As summarized in Fig. 10, *Pt-msx1* exhibited expression associated with three types of waves and mediated the formation of spatially repeated stripes in all the body regions. Hence, *Pt-msx1* is a key mediator of the initial Hh signaling activity and downstream patterning system. The primary *Pt-msx1* wave arose from around the center of the germ disc (corresponding to the posterior pole of the later embryo) [Fig. 10 (2)], propagated to the future thoracic region in the nascent germ band [Fig. 10 (3 and 4)], and then split into three stripes complementary to those of *Pt-noto1* (tri-splitting) [Fig. 10 (4 and 5)], thereby specifying the thoracic segments [Fig. 10 (5)]. In the future opisthosomal region, where the primary *Pt-msx1* wave passed away due to attenuation, oscillatory expressions of segmentation clock genes, including *Pt-hh* and *Pt-msx1*, followed, which temporally behaved as traveling waves [Fig. 10 (4 and 5)]. In the future head region, the *Pt-hh* stripe initiated at the rim of the germ disc traveled posteriorly and underwent two rounds of bi-splitting, each of which is preceded by an onset of *Pt-msx1* expression in the *Pt-hh* stripe [Fig. 10 (2) to (5)]. Collectively, the dynamics of *Pt-msx1* expression under the control of Hh signaling are distinct depending on the body regions of the spider embryo, and all are related to segmentation.

The primary expression waves of *Pt-msx1* and certain class II genes started around the site corresponding to the posterior pole and then propagated toward the future thorax (fig. S2A). These wave propagations were concurrent with that of *Pt-Delta*, which was described in the previous studies (*14*, *19*). This type of phenomenon, where expression of negatively regulated targets of Hh signaling starts at the side opposite to the Hh signaling source in a large field and dynamically propagates in the field, has not been reported in other organisms. The laser ablation experiment suggested that cells at and around the expression start site made little contribution to the expansion of *Pt-msx1* expression (Fig. 7A). Instead, involvement of Hh signaling in the regulation was suggested by the pRNAi experiments (Figs. 2E and 7B). Our previous model, explaining the expansion dynamics of *Pt-Delta* expression, incorporated the role of *Pt-ptc* in altering the effective distance of Hh molecules from longer to shorter (*14*) and may be applicable to the expanding expressions of class II genes. However, because neither Hh protein distribution nor Hh receptor behavior has been examined, the ideas remain hypothetical. For the attenuation dynamics, data from *Pt-ci* and *Pt-msx1* knockdown suggested the presence of mutually repressive interactions between *Pt-msx1* and Hh signaling (Figs. 4E, 7D, and 9C). Overall, the dynamic response and wave-like behavior of the Hh signaling activities that occur in the surface epithelial cell sheet of the germ disc and germ band are easily accessible, and the simple features of the spider embryonic field may be advantageous for the study of Hh signaling–mediated patterning dynamics.

The tri-splitting of the primary *Pt-msx1* wave presented the segmentation dynamics in the thoracic region described in this study (Figs. 6 and 8). The requirement of *Pt-msx1* for this phenomenon was shown by the eRNAi experiment (Fig. 8E). Although expression of *Pt-hh* transcripts in this region started later than tri-splitting, it appeared at the cells expressing *Pt-noto1* and eventually formed a complementary pattern to the *Pt-msx1* stripes (Fig. 3). Ahead of, or simultaneous with, the propagation of the *Pt-msx1* wave, the thoracic field displayed a French flag–like pattern, which was likely to be under the control of Hh signaling (Fig. 2). It is possible that genes expressed to form the French flag–like pattern contribute to the tri-splitting phenomenon cooperatively with *Pt-msx1*. Although the *Pt-hairy* gene, described in a previous study (*31*), presents expression dynamics rather similar to those of *Pt-msx-1* in the thoracic and opisthosomal regions, its expression pattern development was found to depend on *Pt-msx1* (Fig. 4D). Interactions between Hh signaling downstream activities should be addressed in future studies to better understand the Hh signaling–based patterning systems.

Oscillation is the segmentation dynamics observed in the opisthosomal region. FISH staining showed that expressions of multiple clock genes, including *Pt-msx1* and *Pt-hh*, repeatedly oscillated in the cells of the opisthosoma, exhibiting repeated wave-like propagation in one segment periodicity in this opisthosomal field (fig. S4). The first oscillatory waves followed the primary waves for *Pt-msx1* and other class II genes that propagated toward the thorax, and they did not occur in the *Pt-msx1* knockdown embryos (Figs. 4, 5, and 9). Oscillation is a common strategy to establish a spatially periodic stripe pattern, as seen in somitogenesis of vertebrates and segmentation of short germ insects (*20*, *33*). However, the initiation mechanisms for the first oscillatory waves had been rarely studied. The spider embryo thus provides a unique opportunity to analyze the onset of oscillation. Moreover, the clock genes identified in the *Pt-msx1* pRNAi and RNA-seq experiments were family genes of a *Drosophila* gap gene (*Pt-krü-1*), a pair-rule gene (*Pt-prd2*), and basic helix-loop-helix–type vertebrate oscillatory genes (*Pt-hairy-D* and *Pt-asl-H*) (Fig. 5). Studies of spider segmentation may contribute to filling the gap in our understanding of the periodic stripe-forming mechanisms among animals.

Further, we unexpectedly found that *Pt-msx1* was involved even in the repeated bi-splitting of *Pt-hh* stripes, associated with the head segmentation (Fig. 9). It is most likely that *Pt-msx1* acts cooperatively with region-specific factors for head segmentation because *Pt-msx1* knockdown cell clones prevented the down-regulation of *Pt-hh* expression between the splitting *Pt-hh* stripes but did not induce ectopic *Pt-hh* expression outside the areas of the splitting stripes. The candidate genes include *Pt-otd* and *Pt-opa*, which have been shown to play roles in the bi-splitting event (*18*, *28*). Interactions of *Pt-msx1* with these genes are subjects of future studies.

Collectively, our findings have demonstrated that Hh signaling controls all the segmentation dynamics via *Pt-msx1* in a spider embryo. *Pt-msx1* was found to be one of the most sensitive genes to the altered states of Hh signaling in the germ disc stage, and mutually exclusive expressions and repressive interactions between *Pt-msx1* and Hh signaling components were observed during the bi-splitting and at the onset of the oscillatory waves. We suggest a deep origin of involvement of *msx1* and *hh* in segmentation because striped expression of a *msx1* homolog is conserved in harvestman embryos (*30*) and that of *hh* homologs is in a wide range of arthropods (*14*, *22*, *23*). This study provides a new paradigm, beyond the *Drosophila*-based knowledge framework, of segmentation and lays the foundation for comparative investigations of segmentation mechanisms across the arthropod phylum.

Evolvability of Hh signaling–based patterning systems has attracted increasing attention in terms of animal form diversification (*38*–*41*). Mathematical models have previously proposed that a minimal mechanism of Hh signaling coupled with a regulatory network of transcription factors confers various pattern-forming capabilities (*42*). This proposal might be potentially applicable to spider embryos. It is required to investigate whether *Pt-msx1* cooperates with region-specific transcription factor genes to achieve segmentation diversity.

## MATERIALS AND METHODS

### Spider egg collection

The animal experimentation was conducted according to the protocol reviewed and approved by the Institutional Animal Care and Use Committee of JT Biohistory Research Hall (2005-5). We used laboratory stocks of the spider *P. tepidariorum* (synonym, *A. tepidariorum*), which were kept at 25°C with a 16-hour light/8-hour dark cycle. Developmental stages have been described previously (*15*). Developmental time AEL was estimated from the beginning of stage 2 (10 hours AEL; the nuclei reach the surface of the egg) or the beginning of stage 5 (30 hours AEL; internalization of the CM cells is completed). All mated females were evaluated by monitoring development of their embryos to exclude data derived from nonreliable embryos; morphology of germ discs at stage 5 and that of germ bands at stages 7 and 9 was examined. In experiments using earlier embryos, development of their siblings was examined. In pRNAi experiments (see below), embryos were checked whether they form morphologically normal germ discs.

We prepared 12 independent (derived from different egg sacs) groups of sibling embryos fixed at multiple time points. These embryo groups were used for (i) Figs. 1B, 3 (B and C), 8A, and 9 (A, B, and D), and fig. S4 (B and C); (ii) Fig. 3A and fig. S4A; (iii) fig. S5A; (iv) Fig. 6 and fig. S6; (v) fig. S4 (D to F); (vi) fig. S5B; and (vii to xii) fig. S2. The embryos shown in fig. S2 were derived from a total of seven egg sacs and were examined by *Pt-msx1* staining to confirm that the developmental stages were consistent among them.

### RNA interference

dsRNAs were synthesized using a MEGAscript T7 Transcription kit (Ambion, AMB13345) as described previously (*16*). *At-hh1*, *At-ptc1*, and *At-ci1* dsRNAs (*14*, *18*) were used for pRNAi against *Pt-hh*, *Pt-ptc*, and *Pt-ci*, respectively. The *gfp* dsRNA was used as a negative control. For pRNAi against *Pt-msx1*, *Pt-msx1-*1 and *Pt-msx1-*2 dsRNAs were synthesized from nonoverlapping regions (nucleotides 1 to 351 and 352 to 737) of the expressed sequence tag (EST) clone *At_eW_020_B15* (LC379630.1). In pRNAi experiments, dsRNA was injected at a concentration of 2.0 μg/μl. All females were given four injections of dsRNA solution (1 to 2 μl each) at 2- to 3-day intervals. Spiders lay eggs repeatedly every about 5 days, and the effect of dsRNA injections usually appears in the eggs laid after 10 days from the first injection and in the peak around 20 days after the first injection. Eggs that were laid at 13 days or later from the day of the first dsRNA injection were used as pRNAi samples.

To verify the specificity of RNAi for *Pt-msx1*, we confirmed that injections of *Pt-msx1*-1 and *Pt-msx1*-2 dsRNAs produced the same morphological phenotypes with complete penetrance. The defects of transition to the germ band were observed in 7 of 7 females injected with *Pt-msx1*-1 dsRNA and in 3 of 3 females injected with *Pt-msx1*-2 dsRNA (fig. S3A). We also confirmed that the same gene expression phenotypes were obtained with both dsRNAs in WISH analyses of the transcripts shown in Figs. 4 and 5. In this paper, the presented *Pt-msx1* knockdown data, including those of RNA-seq, were generated using *Pt-msx1*-1 dsRNA unless stated otherwise.

eRNAi experiments were performed as previously described (*18*, *28*) using *msx1*-1 dsRNA and *gfp* dsRNA. Briefly, a mixture of dsRNA (0.4 μg/μl), Rhodamine B isothiocyanate (RITC)–dextran [0.8 μg/μl; weight-average molecular weight (*M*_w_) of 70,000; Sigma-Aldrich, R9379], and biotin-dextran (0.8 μg/μl; *M*_w_ of 10,000; Sigma-Aldrich, B9139) was microinjected into single blastomeres of 32- or 64-cell stage embryos, which were then allowed to develop until stage 6 or 7 and were then fixed for staining. RITC-dextran was used to visualize injected cell clones in living embryos, whereas biotin-dextran was used to visualize cell clones in the fixed samples.

### RNA sequencing

Poly(A) RNA was extracted from 50 to 120 embryos at early stage 3, late stage 5, and early stage 6. These embryos were produced by single females before dsRNA injection (the first egg laying) and at 13 to 24 days after the first dsRNA injection. DEGs were identified from comparisons of the former control samples and the latter test (pRNAi) samples. Comparative sets of RNA-seq libraries were generated for *Pt-hh*, *Pt-ptc*, and *gfp* pRNAi-treated embryos at early stage 3 and late stage 5 and for *Pt-msx1* and *gfp* pRNAi-treated embryos at late stage 5 and early stage 6. These libraries were prepared with two or three biological replicates (different females). Poly(A) RNA extraction was performed using the QuickPrep Micro mRNA Purification Kit (GE Healthcare) or the Dynabeads mRNA DIRECT Micro Kit (Veritas, DB61012). mRNA samples were quantified using the Qubit fluorometric RNA HS assay (Life Technologies, Q32852), and whole amounts (20 to 50 ng) were used in subsequent steps. The mRNA was fragmented with the New England Biolabs (NEB)Next RNase III RNA Fragmentation module (NEB, E6146), and samples were then used for RNA-seq library construction using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, E7420) and the NEBNext Multiplex Oligos for Illumina (Index Primers Set 1; NEB, E7335). Quantitative PCR were performed using a KAPA or Takara Library Quantification kit (KAPA, 4824; Takara, Z8324N). Libraries were then sequenced in single-end runs in the antisense direction using the MiSeq reagent kit V3 (150 cycles; Illumina, MS-102-3001) on an Illumina MiSeq platform. Between 12 and 24 million reads were generated for each library. Information for constructed libraries and RNA-seq reads is summarized in data file S1.

### Sequence read trimming, mapping on the genome, and quantification

Raw reads of the MiSeq sequencing were trimmed in three steps using the CLC Genomics Workbench (v. 7.0.4). Adapter trimming, sequence primer trimming, and quality trimming with the following parameter settings: trim using quality scores, limit of 0.05; trim ambiguous nucleotides, maximum number of ambiguities 2; and filter on length, discard reads below length 50. Trimmed reads were mapped onto the *P. tepidariorum* genome sequence assembly Ptep_1.0 (GCA_000365465) using the alignment tool BLAT (v.34) (*43*) in the DDBJ Read Annotation Pipeline with default settings. Output alignments were filtered on the basis of quality, coverage, and uniqueness using a perl script filterPSL.pl, which is available from the AUGUSTUS 3.0.1 scripts folder (https://github.com/Gaius-Augustus/Augustus). The parameter settings were as follows: minimum coverage, 60%; minimum percent identity, 90%; and unique threshold, 0.96. Filtered alignments that were in the pslx format were then converted into the psl and sam formats with a perl script written in our laboratory. Using sam files, mRNA abundances against AUGUSTUS gene models (aug3) (*25*) were calculated using htseq-count v.0.5.4p5 (*44*) with -s reverse, -m union settings. The results of trimming, mapping, and htseq-counts are summarized in data file S1, and counts per gene are listed in data file S2. Mapping results were visualized in University of Tokyo Genome Browsers (*45*) using wig files that were converted from the psl files with a script aln2wig, which is available from the AUGUSTUS 3.0.1 scripts folder, and were normalized as counts per 10 million reads.

### Identification of DEGs

We used the R software (v. 3.1.2) edgeR_3.8.5 (*46*) to identify DEGs. In these analyses, pairwise comparisons were performed with datasets from the same parent pair so that pseudo-positives due to individual variations were reduced. Genes with very low counts (less than 1 count per million reads in all samples) were filtered out before running edgeR. Genes with the adjusted *P* value (FDR) < 0.01 were listed as DEGs after excluding genes with FDR < 0.01 in experiments of *gfp* pRNAi and RNA-seq at the same developmental stage. 

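In the gfp females of the Pt-hh and Pt-ptc experiments, edgeR's quasi-likelihood test called 212 gene models at early stage 3 (78 higher, 134 lower) and 30 at late stage 5 (13 higher, 17 lower) at an adjusted p under 0.01. In the gfp females of the Pt-msx1 experiment, it called 28 at late stage 5 (24 higher, 4 lower) and 205 at early stage 6 (124 higher, 81 lower). The exclusion removed 57 of 304 gene models called after Pt-hh pRNAi at early stage 3 and 16 of 504 at late stage 5. It removed 4 of 18 models called after Pt-ptc pRNAi at early stage 3 and 7 of 129 at late stage 5. In the order given, the gfp counts were 894, 203, 58 and 245 with edgeR's likelihood ratio test, 865, 342, 78 and 250 without the low-count filter, 543, 97, 6 and 43 with DESeq2, and 1033, 131, 61 and 374 at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Leaving out the female as a block called 0 gene models in all 4 comparisons, with 1774, 660, 217 and 315 at an unadjusted p under 0.05. Leaving out single gfp females at late stage 5 gave 1 gene model without female 2 and 91 without female 3. When the difference from the gfp response was tested in place of the exclusion, 322 gene models were called after Pt-hh pRNAi and 47 after Pt-ptc pRNAi at late stage 5.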

In DEG detection analyses using *Pt-hh* and *Pt-ptc* pRNAi samples, EdgeR was run with comparisons between control samples and (i) test samples derived from eggs laid at days 13 to 17 after the first injection of dsRNA, (ii) test samples derived from eggs laid at days 18 to 22, and (iii) all test samples. Genes that were identified as differentially expressed (FDR < 0.01) in any of the comparisons were all considered as DEGs (data files S3 and S4), and genes identified as DEGS in both *Pt-hh* and *Pt-ptc* pRNAi were selected for further analyses (table S2).

In *Pt-msx1* pRNAi experiments, we listed genes with FDR < 0.01 as DEGs (data file S6). In the stage 6 *Pt-msx1* pRNAi experiments, we selected a total of 40 DEGs based on the following two criteria: (i) genes with FDR < 0.01 in both *Pt-hh* and *Pt-ptc* pRNAi experiments at stage 5 (nine genes) and (ii) genes with the 31 lowest FDR values in *Pt-msx1* pRNAi experiments (FDR < 0.0003; table S3). 

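In the edgeR quasi-likelihood fit of early stage 6 with 3 females, the smallest adjusted p was 0.738. With females 2 and 3 alone it was 0.00155, for Pt-prd2. In the authors' deposited table of this comparison, the paper's FDR values are 0.000253 for the model of rank 31 and 0.000257 for that of rank 32. Of 105 gene models in that table, after the exclusion of gfp calls, that could be tested here, 104 changed in the same direction in females 2 and 3 together, and 85 in the library labelled Pt-msx1 pRNAi of female 1. The median absolute log2 change was 0.91 in females 2 and 3 and 0.84 in that library. The authors' list was drawn from this same experiment, so that shared directions in females 2 and 3 are not independent evidence. With edgeR's likelihood ratio test and female 1 left out, a setting chosen after the data were seen, 77 gene models were called, of which 55 are in the authors' deposited list of 107 models.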

We examined expression in germ disc epithelial cells for genes identified in i and in early germ bands for genes identified in ii (Fig. 5).

### cDNA cloning

Full-length or partial cDNAs of identified DEGs were obtained from our laboratory stocks of EST clones (*19*) or were isolated in PCR. The resulting cDNAs were used to synthesize probes. The cDNA clones and the PCR primers were listed in table S4.

### Live observations of embryogenesis

Embryos were prepared as previously described (*19*). Images were acquired every 10 min using a stereomicroscope SZX12 (Olympus) equipped with a color 3CCD (charge-coupled device) camera C7780-10 (Hamamatsu Photonics) and were processed using ImageJ version 1.47n.

### Cell labeling

A mixed solution of RITC-dextran (0.8 μg/μl; Sigma-Aldrich, R9379) and biotin-dextran (0.8 μg/μl; Sigma-Aldrich, B9139) was injected into single blastomeres of 32- or 64-cell stage embryos as described previously (*18*). Positions of labeled cell clones in germ discs of living embryos were recorded using fluorescence of RITC-dextran. Images were acquired using an Olympus BX50 fluorescence microscope equipped with a cooled CCD camera (CoolSNAP HQ; Roper Scientific) controlled by MetaMorph version 7.1 (Universal Imaging) and were processed using ImageJ version 1.47n. Embryos were then fixed at stage 6 for staining.

### Laser ablation

Laser ablation was performed as described previously (*34*). Briefly, dechorionated eggs were aligned on double sticky tape and were covered with halocarbon oil 700 (Sigma-Arldrich). Using an upright microscope (BX50, Olympus) equipped with the XYClone 20× laser objective (Hamilton Thorne), cells around the blastopore of the aligned embryos were heat-killed by irradiating with 13 to 22 laser pulses (1460 nm, 300 mW × 2 ms) per embryo. The embryo shown in the bottom panels of Fig. 7A was subjected to 16 pulses at about 24 hours AEL (late stage 3), thus affecting a region of about 10 cells in diameter.

### In situ hybridization and image acquisition

WISH and FISH were performed as described previously (*15*, *28*). Digoxigenin (DIG)–labeled probes were used for the alkaline-phosphatase chromogenic staining of WISH. In the staining shown in Fig. 3A and figs. S2 and S4A, signals were amplified with a combination of anti–DIG-POD (horse-radish peroxidase) (used at 1:1000 dilution; Roche, 11 207 733 910), dinitrophenyl (DNP)–tyramide (1:100 dilution; TSA plus DNP system, PerkinElmer), and anti–DNP-AP (1:100 dilution; Vector MB-3100). In FISH, DIG, fluorescein (Flu), and DNP probes were used in combination with DyLight488, AlexaFluor568, DyLight594, and DyLight680 tyramides. In cell labeling and eRNAi experiments, biotin-dextran introduced in cell clones was visualized using Cy5-streptavidin in fixed samples (GE Healthcare, PA45001). Most samples were counterstained with 4′,6-diamidino-2-phenylindole (DAPI; Sigma-Aldrich) to visualize DNA.

Stained embryos were mounted on glass slides with spacers. WISH samples were observed using a stereomicroscope system as described above (SZX12 and C7780-10) and an Axiophoto 2 fluorescence microscope (Zeiss) equipped with an AxioCam HRc (Zeiss). FISH samples were observed using a TCS SPE confocal system (Leica).

### Analysis of expression domains of DEGs in germ discs

To categorize expression domains in germ discs, the late stage 5 germ disc was roughly divided into three areas along the radius (about 25 cells) according to the head-thorax and thorax-opisthosoma fate boundaries at early stage 5 (*17*) as follows: the peripheral area, 1st to 8th cells from the periphery; the intermediate area, 5th to 15th cells; and the central area, from 13th cells to the center. Among 98 identified DEGs from late stage 5 *Pt-hh* and *Pt-ptc* pRNAi and RNA-seq experiments, 48 were relatively clearly expressed in localized regions of the germ-disc epithelium (Fig. 2 and data file S5), and their expression domains were categorized in the above criteria (Fig. 2, C and D, and table S2). Expressions were also examined at the cumulus. Because WISH signals for other genes were very weak, obscure, or ubiquitous or were detected in likely endoderm cells, we did not analyze their expressions further.

### Processing and analysis of FISH images

Z-series stacks of confocal images were processed using Imaris version 7.6.5 (Bitplane), ImageJ version 1.47n, and Adobe Photoshop CS6 and CC 2019 software. Low-magnification fluorescent images displayed in Figs. 1B, 2F, 3B, 6A, and 8A, and figs. S5B and S6 were produced using the snapshot function of Imaris software.

To count cell numbers in the surface cell layer (Fig. 1B), spots were placed on signals of the DAPI channel of the original confocal images using the Imaris automatic spot-detection function and manual correction. Spots were then counted. To generate intensity profiles of gene expression, measurement points were manually placed on the surface cell layer along the midline using the DAPI channel as a spatial reference. Along the three-dimensional (3D) midline connecting these measurement points, intensity values were calculated at every 1 μm as the mean across a width of 20 μm using bilinear interpolation with an ImageJ plugin as previously described (*17*). The extracted 1D intensity data were analyzed using OriginPro 2018J b9.5.0.193 (OriginLab); the intensity data, except those for the DAPI channel, were smoothened using the weighted adjacent-averaging method with a moving 11-point window and were then normalized in 0 to 100 between the minimum and maximum values. The intensity data for the DAPI channel were only subjected to normalization. Using a function of the ImageJ plugin mentioned above (*17*), flat images were extracted from 3D data along the specified line.

Extracted flat images were analyzed to obtain cell-level intensity values for gene expression. Using the Imaris automatic spot-detection function followed by manual correction, spherical spots of 5 μm in diameter were placed in the surface cell layer using the DAPI channel as a spatial reference, and intensity means within the sphere of the spots were extracted as intensity values of the cells. Values were normalized (0 to 100) between minimum and maximum values using OriginPro. Signal values in small areas (Figs. 8E and 9, A to D) were normalized using intensity data from the whole surface cell layer of 200-μm-wide extracted images. Normalized intensity values above 20 were considered substantial.

## SUPPLEMENTARY MATERIALS

Supplementary material for this article is available at http://advances.sciencemag.org/cgi/content/full/6/37/eaba7261/DC1

## Appendix

View/request a protocol for this paper from *Bio-protocol*.

How the deposited data were processed for this re-analysis (not part of the article)

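The deposited data are RNA-seq of pooled sibling embryos of the spider Parasteatoda tepidariorum, made from untreated egg sacs and from egg sacs laid after the female had been injected with dsRNA of Pt-hh, Pt-ptc, Pt-msx1 or gfp. Of 75 samples listed, 68 have a column in the deposited tables: 26 untreated and 42 pRNAi libraries of 13 females. The other 7 samples, stage 7 embryos of gfp females, have no column there and were not analysed here. No column of the count table was left unused.

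The authors trimmed the reads in CLC Genomics Workbench, mapped them to the assembly Ptep_1.0 with BLAT, filtered the alignments on coverage, identity and uniqueness with filterPSL.pl, and counted reads by strand on the aug3 gene models with htseq-count in union mode. The deposited counts are whole numbers of reads per gene model without normalization, for 27990 gene models. The authors also deposited RPKM values, made from these counts with a gene length and a read total that the paper's text does not name. They were used only to compare a pair of libraries with identical counts. The deposited tables of the authors' comparisons give log2 fold changes of pRNAi over untreated embryos on edgeR's scale and the FDR, a Benjamini-Hochberg adjusted p-value. The authors' comparisons were used only where the text says so. Gene descriptions come from the deposited annotation: 18859 gene models carry an identifier, with 17065 different identifiers, of which 14302 were found in a reference table of the species.

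Total counts on gene models ranged from 5961730 to 16400327 per library, with a median of 9854679. A gene with at most 3 counts in every library of a group was treated as being at the floor, and its fold change was given as a bound. Every comparison of 1 stage set untreated against pRNAi libraries with the female as a block. Females are numbered in the deposited tables, and the labels pair each pRNAi library with an untreated library of the same female. This pairing was checked on the values: across genes, the correlation between the deviations of a female's untreated and pRNAi libraries from their group means was between 0.52 and 0.76 in the comparisons other than Pt-msx1 at early stage 6, where the lowest was 0.29.

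Tests used R 4.3.3 with edgeR 4.0.16: gene models with at least 1 CPM in at least 1 library, TMM normalization, the quasi-likelihood F test, and Benjamini-Hochberg adjustment with a threshold of 0.01. Alternatives used edgeR's likelihood ratio test, DESeq2 1.42.0, RLE size factors, no low-count filter, edgeR's filterByExpr, no block for the female, the fit with all pRNAi libraries alone, no exclusion of gfp calls, a test of the difference from the gfp response, summed libraries of a female, the day 18 egg sac in the second window, an adjusted p under 0.05, and each female left out in turn. Standard errors of log2 fold changes were computed from the F statistic of the fit with all pRNAi libraries. Overlaps of lists were tested by Fisher's exact test, one-sided for more shared genes, over gene models tested in both lists. The difference between stages was tested by a treatment by stage term in a fit over both stages. Other groupings of the same libraries were drawn within each female.

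Genes named in the text were chosen by a rule written before the data were examined. It takes every gene whose aug3 identifier the paper's text or Figs. 2E, 2F, 5B, 5C and 5D pair with a name, and the models of the 6 redundant pairs. For each list it adds the models with the smallest adjusted p among those called and changed the same way in every female, at most 2 higher and 2 lower, where the files give no name. Other gene models are named only as members of the lists counted, or in counts of 5 or fewer, and were chosen after their values were seen.

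The tests were tried on simulated data with 200 changed genes in the layouts of the libraries. The edgeR quasi-likelihood test recovered 93% of them in the layout of Pt-hh at late stage 5, 97.5% in that of Pt-ptc at late stage 5, 75.5% in that of Pt-msx1 at early stage 6 and 74% in that of gfp females of the Pt-msx1 experiment at late stage 5. The share of false calls among its calls was 4.12%, 2.99%, 1.31% and 2.63%. In the same order, edgeR's likelihood ratio test recovered 94.5%, 99%, 84.5% and 76%, with 4.06%, 6.16%, 12.4% and 2.56% false calls, and DESeq2 recovered 86%, 98%, 82.5% and 60%, with 3.37%, 2%, 6.78% and 0% false calls. The simulated changes were larger than the smallest ones called in the real data and lay in genes well above the low-count filter. No change with injection or with the age of the female was added, and the Pt-msx1 layout took every female as treated. Each layout was tried with a single fit and not with the union over windows. These rates therefore do not describe the real lists as a whole.

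Read sequences, in situ hybridization and the time-lapse images were not analysed here. With 2 Pt-hh females and 2 gfp females of the Pt-msx1 experiment, leaving a female out leaves 1, so that only a log2 fold change and no test was computed there.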

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

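The tests of counting noise and of regrouped libraries given here were planned before their results were seen.

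In 30 groups of 4 or 6 libraries, 2 had a library far from the others by Dixon's test, where chance gives about 1 group in 20. Pt-hh at late stage 5 was lowest, at 2.11 CPM, in the Pt-hh pRNAi library of female 1 at day 16, where the next value was 2.91 CPM and the gap made up a share of 0.837 of the range. The 4 libraries held 16 to 27 counts of Pt-hh. A chi-square test of these counts against the library sizes gave p = 0.655 from 100000 simulated tables, so that counting noise at a low count remains a possible explanation. An effect of the day of the egg sac was not tested and stays open.

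Pt-noggin-D at late stage 5 was highest, at 91.7 CPM, in the Pt-ptc pRNAi library of female 1 at day 18, where the next value was 75.9 CPM and the gap share was 0.746. Library sizes had been normalized by TMM, and no further technical or biological explanation was tested for this library.

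The response to Pt-hh pRNAi differed between early stage 3 and late stage 5 for 193 gene models (147 higher, 46 lower at late stage 5), and that to Pt-ptc pRNAi for 64 (25 higher, 39 lower), by the treatment by stage term of edgeR's quasi-likelihood test. For Pt-ptc, 1 of 40 groupings of the same libraries, drawn from 729, gave as many gene models, the real one included, which argues against an accidental grouping of libraries. For Pt-hh, with 2 females, no such count was made. In the libraries of the Pt-hh females, untreated ones included, the 10 most counted gene models took 10.9 to 24% of the counts at either stage, and an effect of this share on the count of 193 was not tested. Stage itself, a condition of the design, stays open as a biological explanation for both counts.

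Pt-ptc responded to Pt-ptc pRNAi differently at the 2 stages, by 1.13 on the log2 scale. It was lower at early stage 3 in 3 of 3 females and higher at late stage 5 in 2 of 3. Reads of the injected dsRNA, a loss of the knockdown with stage and a response of Pt-ptc to Hh signaling were not tested apart for this gene, and the result was not assigned to any of them. After Pt-hh pRNAi at late stage 5, Pt-ptc was lower, with log2 ratios of −2.72 and −2.27 in females 1 and 2, which goes with a response to Hh signaling. The paper proposes that Pt-ptc knockdown raises Pt-ptc transcription through Hh signaling, while the transcripts are unstable in the cytoplasm.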

How the results depend on the processing

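The alternatives were chosen before the data were examined, apart from a pair of settings named as added. Where a count changed, the cause was not tested unless stated. Counts are given in the order Pt-hh early stage 3, Pt-hh late stage 5, Pt-ptc early stage 3, Pt-ptc late stage 5, gfp females of these experiments at both stages, then the Pt-msx1 experiment, wherever a comparison changed by more than 1.5 times.

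With edgeR's likelihood ratio test, DEG counts were 905 for Pt-hh at late stage 5, 172 and 348 for Pt-ptc, 894 and 203 for gfp, 32 and 12 for the libraries labelled Pt-msx1 pRNAi at late stage 5 and early stage 6, and 58 for gfp females of that experiment at late stage 5. The genes called after both treatments were 110 at late stage 5 and 18 at early stage 3, with 39, 28, 27 and 16 in classes I to IV. The response differed between stages for 427 genes after Pt-hh and 168 after Pt-ptc pRNAi, and 2 genes were shared with early stage 6 of the Pt-msx1 experiment. Pt-hh at early stage 3 (212), gfp at early stage 6 (245) and the stage difference of Pt-msx1 (0, with 218 at an unadjusted p under 0.05) stayed within 1.5 times.

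With DESeq2, the counts were 71 for Pt-hh at early stage 3, 115 and 247 for Pt-ptc, 543 and 97 for gfp, 11 and 4 for the libraries labelled Pt-msx1 pRNAi, and 6 and 43 for the gfp females of that experiment. The overlaps were 64 and 10 genes, with 23 in class I, 19 in class II and 10 in class IV. The response differed between stages for 337, 143 and 1 genes after Pt-hh, Pt-ptc and Pt-msx1 pRNAi, and 1 gene was shared with early stage 6. Of the DEGs of Pt-ptc, 40% were higher at early stage 3 and 52.6% at late stage 5, against 14.3% and 31.1% with edgeR's quasi-likelihood test.

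Without the low-count filter, 737 DEGs were called for Pt-hh at late stage 5, 289 and 364 for Pt-ptc, 865 and 342 for gfp, 106 for the libraries labelled Pt-msx1 pRNAi at late stage 5 and 78 for the gfp females there. The overlaps were 107 and 41 genes, the classes held 37, 27, 27 and 16, and the response differed between stages for 482, 217 and 1 genes. At early stage 6 of the Pt-msx1 experiment 0 were called, with 977 at an unadjusted p under 0.05. RLE size factors gave 14 for the gfp females of the Pt-msx1 experiment at late stage 5, and filterByExpr gave 6 there and 9 for Pt-ptc at early stage 3.

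Without the female as a block, DEG counts were 0 for Pt-hh at early stage 3, 39 at late stage 5, 0 and 39 for Pt-ptc, and 0 in each of the 4 gfp comparisons. The unadjusted p was under 0.05 for 921 and 763 gene models at early stage 3 (Pt-hh and Pt-ptc) and for 1774, 660, 217 and 315 in the gfp comparisons. The overlaps were 4 genes at late stage 5 and 0 at early stage 3, with 2, 2, 0 and 0 in the classes, and the response differed between stages for 2 genes after Pt-hh and 9 after Pt-ptc pRNAi. The log2 fold change of Pt-msx1 in the libraries labelled Pt-msx1 pRNAi at late stage 5 changed sign, from 0.01 to −0.01.

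With the fit of all pRNAi libraries alone, the counts were 31 for Pt-hh at early stage 3, 17 for gfp at late stage 5 and 0 for the overlap at early stage 3. Without the gfp exclusion, 5 genes overlapped at early stage 3. Tested as a difference from the gfp response, 4 and 322 genes were called after Pt-hh, 0 (1619 at an unadjusted p under 0.05) and 47 after Pt-ptc pRNAi, the overlaps were 14 and 0, and classes I, III and IV held 3, 1 and 1. With the libraries of a female summed, 28 and 117 were called after Pt-hh, 0 (1394 at an unadjusted p under 0.05) and 61 after Pt-ptc and 19 after gfp pRNAi at late stage 5. The overlaps were then 11 and 0, and the classes held 5, 4, 1 and 1. Placing the day 18 egg sac in the second window moved no count by more than 1.5 times.

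At an adjusted p under 0.05, the counts were 452 and 869 for Pt-hh, 97 and 259 for Pt-ptc, 1033 and 131 for gfp, 1 for the libraries labelled Pt-msx1 pRNAi at late stage 5, and 61 and 374 for the gfp females of that experiment. The overlaps were 98 and 16, the classes held 33, 29, 24 and 12, and the response differed between stages for 519 and 162 genes.

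Added after the data were seen, the likelihood ratio test with gfp calls of both sets excluded gave 879 DEGs for Pt-hh and 335 for Pt-ptc at late stage 5, an overlap of 103, and 38, 24, 26 and 15 in the classes. Also added, the likelihood ratio test without female 1 gave 42 and 77 genes for the libraries labelled Pt-msx1 pRNAi at late stage 5 and early stage 6, 1 whose response differed between them and 5 shared with the overlap.

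With 1 female left out in turn, Pt-ptc DEGs ranged from 2 (without Pt-ptc female 2) to 29 (without female 1) at early stage 3 and from 60 (without female 3) to 285 (without female 1) at late stage 5. The overlap at late stage 5 ranged from 22 to 78 and classes I, II, III and IV from 5 to 23, 11 to 17, 5 to 21 and 1 to 17, each lowest without Pt-ptc female 3 and highest without female 1. At early stage 3 the overlap ranged from 1 to 9 (without Pt-ptc female 3). The count of genes whose response to Pt-ptc pRNAi differed between stages ranged from 32 (without female 2 or 3) to 58. DEGs after gfp pRNAi ranged from 89 (without gfp female 3) to 357 (without female 1) at early stage 3 and from 1 (without female 2) to 91 (without female 3) at late stage 5. With gfp females left out, Pt-hh DEGs ranged from 229 to 273 and from 472 to 503.

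For the libraries labelled Pt-msx1 pRNAi, counts ranged from 0 (without female 1; 987 at an unadjusted p under 0.05) to 40 (without female 3) at late stage 5, with 20 without female 2. At early stage 6 they ranged from 0 (without female 2 or 3; 342 and 888 at an unadjusted p under 0.05) to 4 (without female 1). The log2 fold change of Pt-msx1 ranged from −0.14 (without female 3, a change of sign) to 0.09 (without female 2) at late stage 5. For early stage 6 it ranged from −0.35 (without female 1) to 0.08 (without female 3), and it changed sign without female 2 (0.06) or 3. That of Pt-hairy-D ranged there from −0.78 (without female 1) to 0.11 (without female 3, a change of sign). For Pt-hh and the gfp females of the Pt-msx1 experiment, no count was made with a female left out, since 1 female remained.

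Among 75 log2 fold changes of named genes, 7 alternatives that covered them all gave 525 values, of which 463 kept their direction and side of the threshold, 18 no longer passed it, 43 newly passed it and 1 changed sign. RLE size factors left all 75 on their side. Fitted without the female as a block, 17 of the 75 no longer passed. For the 5 gene models at the floor among the 42, the depth limits the size of the fold change. Pt-hh after Pt-hh pRNAi at late stage 5 was above the floor, at a low count of 16 to 27 per library.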

Differences from the paper's values

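The quasi-likelihood test of edgeR called 42 gene models after both Pt-hh and Pt-ptc pRNAi at late stage 5, against the paper's 104, and 41 nonredundant genes against the paper's 98. Of the alternatives set before the data were examined, edgeR's likelihood ratio test (110 and 104), no low-count filter (107 and 103), an adjusted p under 0.05 (98 and 94) and leaving out Pt-ptc female 1 (78 and 75) came within 1.5 times of the paper's values. DESeq2 (64 and 61), RLE size factors, filterByExpr, no block for the female (4 and 4), the fit with all pRNAi libraries alone, no gfp exclusion, the difference from the gfp response, summed libraries, the other window for the day 18 egg sac and the other females left out did not. The likelihood ratio test with calls of both gfp sets excluded, chosen after seeing the values, gave 103 and 97.

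At early stage 3, 1 gene was called after both treatments, against the paper's 19. The likelihood ratio test (18) and an adjusted p under 0.05 (16) closed the gap, and the other alternatives did not, among them DESeq2 (10), no low-count filter (41) and Pt-ptc female 3 left out (9).

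After redundant models were merged, class I held 13 genes against the paper's 34, class II 11 against the paper's 23 and class III 13 against the paper's 26. For class I, the gap closed with the likelihood ratio test (37), DESeq2 (23), no low-count filter (36) and an adjusted p under 0.05 (33). For class II it closed with the likelihood ratio test (26), DESeq2 (17), no low-count filter (25), an adjusted p under 0.05 (27) and Pt-ptc female 1 left out (17). For class III it closed with the likelihood ratio test (26), no low-count filter (26), an adjusted p under 0.05 (23) and Pt-ptc female 1 left out (20). The remaining alternatives closed none of the 3 gaps. The likelihood ratio test with calls of both gfp sets excluded, chosen after seeing the values, gave 36, 22 and 25.

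In the libraries labelled Pt-msx1 pRNAi at early stage 6, 0 genes called were among those called after both Pt-hh and Pt-ptc pRNAi, against the paper's 9; 775 gene models had an unadjusted p under 0.05 in that fit. None of the alternatives set before the data were examined and run for this count closed the gap. The likelihood ratio test gave 2, DESeq2 gave 1 and the others that were run gave 0. Summed libraries of a female were not tried for this count. The likelihood ratio test without female 1, chosen after seeing the values, gave 5.

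The paper lists Pt-ptc among the DEGs of Pt-ptc pRNAi at early stage 3. Here its log2 fold change of −0.91 did not pass in edgeR's quasi-likelihood test, and it passed with the likelihood ratio test, DESeq2, no low-count filter and an adjusted p under 0.05. The paper places Pt-gas1 in class II and Pt-mirr4 and Pt-osr-B in class III, which requires a call after Pt-hh pRNAi. Here Pt-gas1 (0.61), Pt-mirr4 (−0.45) and Pt-osr-B (−0.84) were not called after Pt-hh pRNAi. The likelihood ratio test, no low-count filter and an adjusted p under 0.05 called Pt-gas1 and Pt-osr-B, and DESeq2 called Pt-gas1. Pt-mirr4 passed with the likelihood ratio test and at an adjusted p under 0.05, each in the fit with the second window of egg sacs only.

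The paper ranks Pt-otd high among the DEGs of Pt-ptc pRNAi, and here it held rank 121 of 122 by adjusted p. That rank comes from the fit with all pRNAi libraries, where its adjusted p was 0.046 in edgeR's quasi-likelihood test. Pt-otd was called by the fit with the second window of egg sacs. Its adjusted p was 0.00389 with the likelihood ratio test and 0.00139 with DESeq2, for which no rank was taken. The paper treats Pt-msx1 as knocked down in the Pt-msx1 experiment. Its evidence includes the same morphological and expression defects from dsRNAs of nonoverlapping regions, and patterning defects in cell clones after embryonic RNAi. The counts used here do not test those phenotypes. In the libraries labelled Pt-msx1 pRNAi, the log2 fold change of Pt-msx1 was 0.01 at late stage 5 and −0.07 at early stage 6. The value of early stage 6 includes the library of female 1, whose counts are identical to those of a gfp library. Without female 1 it was −0.35 at early stage 6 (adjusted p = 0.292 in edgeR's quasi-likelihood test). Reads of the injected dsRNA counted on the gene model would mask a reduction, which was not tested here. Of the genes that the paper describes as changed in that experiment, none was called by the quasi-likelihood test with 3 females. With female 1 left out, Pt-gas1, Pt-ets21c, Pt-prd2 and Pt-asl-H were called. With 3 females, the likelihood ratio test called Pt-osr-B, aug3.g27670, Pt-prd2, Pt-asl-H and Pt-krü-1, and DESeq2 called aug3.g27670, Pt-prd2 and Pt-asl-H. The likelihood ratio test without female 1, chosen after seeing the values, also gave an adjusted p under 0.01 for Pt-mirr4, Pt-pax6-A, Pt-sox2-A, Pt-fd102C, Pt-Scr-A and Pt-hairy-D.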

Other observations

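The tests of the classes formed without the gfp exclusion, of uncalled genes for developmental time, of the pair of identical libraries and of the gfp sets fitted together were chosen only after the results were seen.

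Other groupings of the same libraries within each female were fitted with all libraries. For Pt-ptc pRNAi, 1 of 27 groupings gave as many gene models at an adjusted p under 0.01 at early stage 3, and 1 of 27 at late stage 5, the real one included each time. For gfp pRNAi of the first set, it was 1 of 24 at each stage. In the Pt-msx1 experiment, where 0 gene models were called and 696 and 775 had an unadjusted p under 0.05, 4 of 4 groupings gave as many at late stage 5 and 4 of 4 at early stage 6. For its difference between stages, 32 of 32 groupings gave as many as the real count of 0 (164 at an unadjusted p under 0.05). Any grouping gives at least 0, so that these 3 counts decide nothing.

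The libraries labelled gfp pRNAi female 5 and Pt-msx1 pRNAi female 1 at early stage 6 hold identical counts. Their RPKM values differ by a constant factor with a median of 0.932 (0.925 to 0.937 over 10378 models). Fits with the gfp column as deposited recovered the authors' gfp log2 fold changes with a median absolute difference of 0.00104, which argues against that column holding another library. Fits with the Pt-msx1 column recovered the authors' Pt-msx1 log2 fold changes at early stage 6 with a median absolute difference of 0.259, against 0.00121 at late stage 5. A candidate explanation is that the column labelled Pt-msx1 pRNAi female 1 holds the counts of another library. Without female 1, 2 or 3 the difference was 0.15, 0.353 or 0.431, smallest without female 1. If the authors fitted 3 females, as the recovery at late stage 5 points to, no fit of 2 females could recover their values. These differences therefore do not weigh against that explanation.

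The authors' gfp log2 fold changes at late stage 5 were recovered with a median absolute difference of 0.000377 when both gfp sets were fitted together, and of 0.101 and 0.183 with either set alone. The values are consistent with a joint fit of both sets by the authors at that stage. No biological explanation applies to this pattern.

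A difference in developmental time between untreated and pRNAi embryos was tested by the change of each gene between stages in untreated embryos. After Pt-ptc pRNAi at late stage 5, 80% of 75 called genes that change with time went against that change, where 95% of random lists lay between 42.7 and 64%. Uncalled genes with the same change with time were at 51.3%, which argues against a difference in time as the cause of the whole list. After Pt-hh pRNAi the shares were 60.9% and 55.8%, for the likelihood ratio list of the libraries labelled Pt-msx1 pRNAi (females 2 and 3, early stage 6) 65.2% and 71.8%, and for gfp at early stage 3 33.1% and 38.3%. In these 3 comparisons the shares lay within or at the edge of those of random lists. After Pt-hh pRNAi, 91 of 176 called genes that rise with time were lower, and 74 of 95 that fall were higher. A shift in time would move both sets against their change with time, or both with it. The mixed directions of the rising genes argue against a difference in time as the cause of the whole Pt-hh list. An effect of time on part of it stays open. For the Pt-msx1 and gfp lists, an effect of time and one of the treatment cannot be told apart.

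Genes of class III had a median log2 fold change of −0.10 after gfp pRNAi at late stage 5, at percentile 3.79 of random lists matched on expression (8 lower, 5 higher). The class leaves out gene models called in these gfp females, those of the first set, which favours a small median, so that this value excludes nothing. Formed without that exclusion, class III held 16 gene models, 3 of them called after gfp pRNAi, with a gfp median of −0.35, at percentile 0 of 10000 random lists (11 lower, 5 higher), beside medians of −1.29 and −1.05 after Pt-hh and Pt-ptc pRNAi. Genes of class IV had a gfp median of 0.23, at percentile 98.9, higher in 4 of 4, and the 6 gene models of class IV without the exclusion had 0.23, at percentile 99.9 (1 lower, 5 higher). For both classes a change with injection or with the age of the female may add to the response, and a response to both knockdowns stays open as a biological explanation.

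Of the gene models called after gfp pRNAi at early stage 3, 88.1% of 202 changed in the same direction in the Pt-ptc females, where 95% of random lists lay between 56.9 and 69.8%, and 90.7% of 205 did so in the Pt-hh females (60 to 73.2%). A change with injection or with the age of the female that these females share could account for this, and the design does not separate the one from the other.

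A pair of heat shock related gene models were among the calls in gfp females. The model aug3.g5255, annotated as a major heat shock 70 kDa protein, had log2 fold changes of 1.70 at late stage 5 in the first gfp set and of 3.14 and 2.39 at late stage 5 and early stage 6 in the second. The model aug3.g11738, annotated as a BAG domain-containing protein Samui-like gene, had 1.22, 2.00 and 0.81. At late stage 5, their log2 fold changes were 2.50 and 1.24 after Pt-hh pRNAi and 1.51 and 0.75 after Pt-ptc pRNAi. In the libraries labelled Pt-msx1 pRNAi they were 0.02 and 0.04 at that stage. No explanation was tested for these genes.

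In the libraries labelled Pt-msx1 pRNAi, Pt-hh had log2 fold changes of 0.16 at late stage 5 and 0.33 at early stage 6, Pt-ptc of 0.20 and −0.04, Pt-ci of 0.36 and 0.49, and Pt-Delta of 0.23 and −0.12. The values of early stage 6 include the library of female 1, whose counts are identical to those of a gfp library; with females 2 and 3 alone they were 0.33, 0.05, 0.51 and −0.15, in the order given. None passed an adjusted p of 0.01 in edgeR's quasi-likelihood test, with 3 females or with females 2 and 3.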
